# Adipocyte-Specific Ablation of PU.1 Promotes Energy Expenditure and Ameliorates Metabolic Syndrome in Aging Mice

**DOI:** 10.3389/fragi.2021.803482

**Published:** 2022-02-02

**Authors:** Ke Yun Chen, Alejandra De Angulo, Xin Guo, Aditya More, Scott A. Ochsner, Eduardo Lopez, David Saul, Weijun Pang, Yuxiang Sun, Neil J. McKenna, Qiang Tong

**Keywords:** Spi1/PU.1, thermogenesis, energy expenditure, inflammation, insulin resistance, obesity, aging, adipocyte

## Abstract

**Objective:** Although PU.1/Spi1 is known as a master regulator for macrophage development and function, we have reported previously that it is also expressed in adipocytes and is transcriptionally induced in obesity. Here, we investigated the role of adipocyte PU.1 in the development of the age-associated metabolic syndrome.

**Methods:** We generated mice with adipocyte-specific PU.1 knockout, assessed metabolic changes in young and older adult PU.1^fl/fl^ (control) and AdipoqCre PU.1^fl/fl^ (aPU.1KO) mice, including body weight, body composition, energy expenditure, and glucose homeostasis. We also performed transcriptional analyses using RNA-Sequencing of adipocytes from these mice.

**Results:** aPU.1KO mice have elevated energy expenditure at a young age and decreased adiposity and increased insulin sensitivity in later life. Corroborating these observations, transcriptional network analysis indicated the existence of validated, adipocyte PU.1-modulated regulatory hubs that direct inflammatory and thermogenic gene expression programs.

**Conclusion:** Our data provide evidence for a previously uncharacterized role of PU.1 in the development of age-associated obesity and insulin resistance.

## Introduction

Systemic insulin resistance is a major global public health concern. Although it impacts numerous metabolic organs including skeletal muscle, liver and adipose tissue, evidence indicates that adipose tissue is one of the primary origins of systemic insulin resistance. It is well documented, for example, that obesity induces chronic low-grade inflammation in adipose tissue, a key event leading to systemic insulin resistance and metabolic syndrome (Hotamisligil, 2017). During obesity, adipose tissue secretes elevated levels of pro-inflammatory cytokines, such as TNF-α, IL-1β, IL-6 and MCP-1 (Gregor and Hotamisligil, 2011). Obesity-associated adipose inflammation, for instance, is characterized by increased infiltration of macrophages (Weisberg et al., 2003; Xu et al., 2003) and other immune cells (Liu et al., 2009; Nishimura et al., 2009; Winer et al., 2009; Ohmura et al., 2010), and macrophage infiltration has been shown to be stimulated by obese adipose tissue expression of Ccl2/MCP-1 (Kamei et al., 2006; Weisberg et al., 2006). Although the role of macrophages is well-established in the inflammatory processes accompanying insulin resistance in adipose tissue, accumulating evidence implicates adipocytes as active participants in these processes.

PU.1 (encoded by *Spi1*) is a member of the ETS family of transcription factors (Klemsz et al., 1990) with historically well-characterized roles in the development of myeloid and lymphoid lineages, in particular macrophages and granulocytes (Scott et al., 1994; McKercher et al., 1996; Iwasaki et al., 2005). Functions for PU1.1 have also been established in lineage establishment of microglia (Kierdorf et al., 2013), dendritic cells (Carotta et al., 2010), and osteoclasts (Tondravi et al., 1997). Additionally, numerous lines of evidence cast macrophage PU.1 in a central role in the coordination of inflammatory transcriptional programs in macrophages. For example, macrophages lacking PU.1 are deficient in lipopolysaccharide (LPS) induction of *Tlr4*, *Ptgs2* (encoding COX-2), *Tnf*, *Il1b*, *Il6*, and *Ccl2/MCP-1* (Karpurapu et al., 2011). In contrast to the volume of studies on PU.1 function in macrophages however, relatively little is known about its role in adipocytes. We previously reported that PU.1 was expressed in adipocytes, and that adipose tissue PU.1 expression was greatly increased in mouse models of obesity (Wang and Tong, 2008). Consistent with its pro-inflammatory role in macrophages, we found that depletion of PU.1 in cultured adipocytes led to decreased reactive oxygen species (ROS) production, increased insulin sensitivity, and reduced expression of signature obese adipose tissue cytokines, including TNF-α, IL-1β, and IL-6 ^20^. In addition, Lackey and colleagues have recently reported that mice with adipocyte-specific PU.1 knockout showed improved insulin sensitivity on a high fat diet, without any difference in body weight (Lackey et al., 2019).

The age-associated metabolic syndrome may have characteristics different from that caused by diet-induced obesity (Bapat et al., 2015). Here, we investigated the adipocyte-specific functions of PU.1 in mice, particularly during aging. We found that male mice with adipocyte-specific ablation of PU.1 had elevated energy expenditure, and were protected against age-associated obesity, with increased insulin sensitivity and increased glucose tolerance. Mechanistically, we performed validated informatics analyses that connect PU.1-modulated transcriptional hubs to the observed physiological changes.

## Experimental Procedures

### Animals Experiments

PU.1^fl/+^ mice, containing loxP sites flanking exon 5 of the *Spi1* gene, were obtained from Dr. Stephen Nutts (Polli et al., 2005). These mice are on C57BL/6 genetic background and were used successfully for tissue specific knockout. Mice with adipocyte-specific knockout of PU.1 (aPU.1KO) were generated by crossing Adiponectin-Cre mice (Adipoq-Cre, The Jackson Laboratory) (Eguchi et al., 2011) with PU.1 floxed mice. Mice were housed with littermates in cages and were fed on a standard chow diet (Lab Diet 5053; Purina Mills). All procedures used in animal experiments were approved by the Institution of Animal Care and Use Committee at Baylor College of Medicine. Mice were maintained under conditions of controlled temperature (∼75°F) and illumination (12-hour light/12-hour dark cycle, 6 am to 6 pm) with free access to water.

### Glucose Tolerance Test (GTT) and Insulin Tolerance Test (ITT)

Mice were fasted for overnight (GTT) or 4 h (ITT) and received an intraperitoneal injection of D-glucose (2 g/kg) or insulin (1 IU/kg). Blood glucose was measured by glucose meter (TrueTest Glucose Meter and Strips) from the tail vein before and at 15, 30, 60, and 120 min after the bolus glucose or insulin injection.

### Body Composition Measurement and Calorimetry Experiment

Mice body composition was measured using the EchoMRI-100™ quantitative NMR instrument (Echo Medical Systems).

### Indirect Calorimetry

Indirect calorimetry was measured using a computer-controlled, open-circuit system (Oxymax System) as part of an integrated Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments, Columbus, OH, United States). Mice were singly housed in individual cages in adaptation for 3 days, followed by measurement for 4 days. On the last day, food was removed, and mice were fasted for 6 h. Oxygen consumption (VO2) and carbon dioxide production (VCO2) were measured for each chamber and calculated by Oxymax software (v. 5.9). Energy expenditure was calculated as EE = 3.815 × VO2 + 1.232 × VCO2. The basal energy expenditure was calculated based on the three lowest EE time points during the fasting period.

### Adipose Tissue Fractionation

Epididymal fat pads from mice were minced in Krebs-Ringer phosphate buffer and digested with 1 mg/ml collagenase type I (Worthington Biochemical) at 37°C for 1 h as described in the literature (Wang and Tong, 2008). Digested tissue was filtered through a nylon mesh and centrifuged at 500 rpm for 10 min. The top layer (adipocyte fraction) was collected. Proteins were extracted from adipocyte fraction for Western blot analysis. RNA was also prepared from adipocyte fraction for RNA-sequencing and Real-time PCR analyses.

### RNA-Sequencing

Epididymal adipocytes RNA were extracted from isolated adipocyte fraction of three control and three aPU.1KO mice using the RNeasy Lipid Tissue Mini Kit (QIAGEN). The cells were homogenized in 1 ml QIAzol lysis reagent and centrifuged at 12,000 g for 10 min at 4°C. The lysates under the lipid layer were transferred to a fresh tube and extracted with 200 μl chloroform, centrifuged at 12,000 g for 15 min at 4°C. The upper aqueous phase was transferred out and mixed with 1 volume of 70% ethanol. The samples were then applied to RNeasy Mini spin column and centrifuged at room temperature for 15 s at 8,000 g. The columns were washed once with 700 μL Buffer RW1, and twice with 500 μL Buffer RPE. The RNA samples were eluded with 30–50 μL RNase-free water. RNA-sequencing was performed by Novogene Corporation Inc. (Sacramento, CA).

### RNA-Seq Analysis

Sequencing was performed on adipocyte samples from PU.1^fl/fl^ (control) and PU.1^fl/fl^-AdipoqCre (PU.1 knockout) mice, with three replicates in each group. Sequencing reads were quantified using Salmon with the option-validateMappings for a more sensitive mapping scheme (Patro et al., 2017). Transcript-level counts were summed to the gene-level for differential expression analysis using DESeq2 (Love et al., 2014).

### Real-Time PCR

Adipocytes were isolated from mice gonadal adipose tissue. Total RNA of adipocytes was isolated using TRIzol Reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s instructions. The cDNA was synthesized using the SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA). qRT-PCR reactions were performed using iTaq Universal SYBR Green in a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). The ΔCt method (2–ΔCt) was used to calculate the relative mRNA expression level of each gene. Specific gene expression was normalized to 18S ribosomal RNA. Sequences of primers used for real-time PCR were as follows: MCP-1-F 5′-GAA​GGA​ATG​GGT​CCA​GAC​AT-3′ and MCP-1-R 5′-ACG​GGT​CAA​CTT​CAC​ATT​CA-3′; TNFα-F 5′-ACG​GGT​CAA​CTT​CAC​ATT​CA-3′ and TNFα-R 5′-CTG​ATG​AGA​GGG​AGG​CCA​TT-3′; UCP-1-R 5′-AGC​CAC​CAC​AGA​AAG​CTT​GTC​AAC-3′ and UCP-1-R 5′-ACA​GCT​TGG​TAC​GCT​TGG​GTA​CTG-3′; PGC1α-F 5′- GTC​AAC​AGC​AAA​AGC​CAC​AA-3′ and PCG1α-R 5′-TCT​GGG​GTC​AGA​GGA​AGA​GA-3′; 18S ribosomal RNA-F 5′-AAC​GAG​ACT​CTG​GCA​TGC​TAA​CTA​G-3′ and 18S ribosomal RNA-R 5′-CGC​CAC​TTG​TCC​CTC​TAA​GAA-3′. The expression levels of genes of interest were normalized by the levels of 18S RNA.

### Western Blot Analysis

Cells were lysed in lysis buffer (50 mM Tris, 50 mM KCl, 20 mM NaF, 1 mM Na_3_VO_4_, 10 mM EDTA, 1% NP-40, 1 mM PMSF, 5 μg/ml leupeptin, pH 8.0). Protein concentration was determined with BCA protein assay kit (Pierce, Rockford, IL). Twenty microgram proteins of each sample were separated by SDS-PAGE and electro-transferred to nitrocellulose membrane for immunoblot analysis. The following antibodies were used: anti-PU.1 (Santa Cruz Biotechnology, Santa Cruz, CA; sc-352, 1:500), anti-a-tubulin (Sigma, St. Louis, MO; T5168, 1:100,000), HRP-conjugated anti-mouse (Bio-Rad, Richmond, CA; 170–6,516, 1:30,000), anti-rabbit (Bio-Rad, 170–6,515, 1:30,000. The SuperSignal West Pico Chemiluminescent kit (Pierce, Rockford, IL) was used as substrates.

### 3T3-L1 Adipogenesis Consensome

Full details of the methods and principles underlying consensome analysis can be found in the original publication (Ochsner et al., 2019). Briefly, five transcriptomic datasets (GSE2192, GSE60745, GSE14004, GSE12929, GSE20696) generated from 3T3-L1 cells treated with a standard adipogenic cocktail were organized into appropriate contrasts comparing gene expression levels at different time points to day 0 expression levels. These contrasts were then processed by the consensome pipeline implemented in R as previously described. For each transcript, the algorithm counts the number of experiments where the significance for differential expression is < 0.05, then generates the binomial probability, referred to as the consensome *p*-value (CPV), of observing that many or more nominally significant experiments out of the number of experiments in which the transcript was assayed, given a true probability of 0.05. Genes were ranked firstly by CPV, then by geometric mean fold change (GMFC). The 3T3-L1 adipogenesis consensome was validated against the GSEA adipogenesis Hallmark gene set using a hypergeometric test implemented in R as described in the results. The consensome analysis code has been deposited in the SPP GitHub account at https://github.com/signaling-pathways-project/ominer/.

### High Confidence Transcriptional Target Intersection Analysis

Node and node family consensomes are gene lists ranked according to measures of the strength of their regulatory relationship with upstream signaling pathway nodes derived from independent publicly archived transcriptomic or ChIP-Seq datasets. In the case of ChIP-Seq datasets, the strength of the regulatory relationship is inferred from the mean ChIP-Atlas (Oki et al., 2018) MACS2 peak strength across available archived ChIP-Seq datasets in which a given pathway node is the IP antigen. In the case of transcriptomic datasets, the strength of the regulatory relationship is inferred from the frequency of significant differential expression of a given gene across independent experiments involving perturbation of a member of a given node family (Ochsner et al., 2019). Genes in the 95th percentile of a given node consensome were designated high confidence transcriptional targets (HCTs) for that node and used as the input for the HCT intersection analysis using the Bioconductor GeneOverlap analysis package implemented in R as previously described (Ochsner et al., 2020). For both consensome and HCT intersection analysis, *p* values were adjusted for multiple testing by using the method of Benjamini and Hochberg to control the false discovery rate as implemented with the p. adjust function in R, to generate *Q* values. Evidence for a transcriptional regulatory relationship between a node and a gene set was inferred from a larger intersection between the gene set and HCTs for a given node or node family than would be expected by chance after FDR correction (Q < 0.05). The HCT intersection analysis code has been deposited in the SPP GitHub account at https://github.com/signaling-pathways-project/ominer/.

### Mammalian Phenotype Ontology Analysis

Genes mapping to MPO terms phenotypes were retrieved from MGI (Law et al., 2018). A hypergeometric test implemented in GraphPad Prism 7.0 was used to estimate the over-representation, relative to their distribution in all 691 nodes, of nodes encoded by MPO term-mapped genes among nodes with significant HCT intersections with aPU.1KO-induced or -repressed genes.

### Statistics

The data are represented as the mean ± standard deviation. For GTT and ITT assays, statistical significance was determined using repeated measures two-way ANOVA with Sidak correction for multiple comparison (GraphPad Prism v 9.3). *p* < 0.05 was considered to be statistically significant. Pearson’s correlation (PRISM software package v 7.0 (RRID: SCR_005375) was used to evaluate the correlation between differential expression values in the aPU.1KO v WT and those in the adipogenesis consensome.

## Results

### Generation of Adipocyte-Specific PU.1 Knockout Mice

To investigate the systemic functions of aPU.1 *in vivo*, we generated mice with adipose-specific knockout of PU.1. Mice in which *Spi1* gene exon 5 was flanked by loxP sequences were bred with mice carrying a transgene containing Cre recombinase under the control of adiponectin (*Adipoq*) gene promoter and enhancer (Figure 1A). Mice with adipose-specific knockout of PU.1 (adiponectinCre-PU.1^fl/fl^) and littermate control mice (PU.1^fl/fl^) were used for the study. To confirm ablation of aPU.1 expression, we isolated the adipocyte fraction from gonadal adipose tissue. As shown in Figure 1B, PU.1 expression in the adipocytes of aPU.1KO mice was significantly down-regulated. We noticed that the PU.1KO adipocytes maintained a lower level of PU.1 expression. The Cre-LoxP mediated recombination might not be 100% efficient. Additionally, non-adipocytes with PU.1 expression, such as the macrophages, might contaminate the adipocyte fraction, likely in the form of lipid-laden foam cells or by sticking to adipocytes due to incomplete separation of cells to single cell suspension.

**FIGURE 1:**
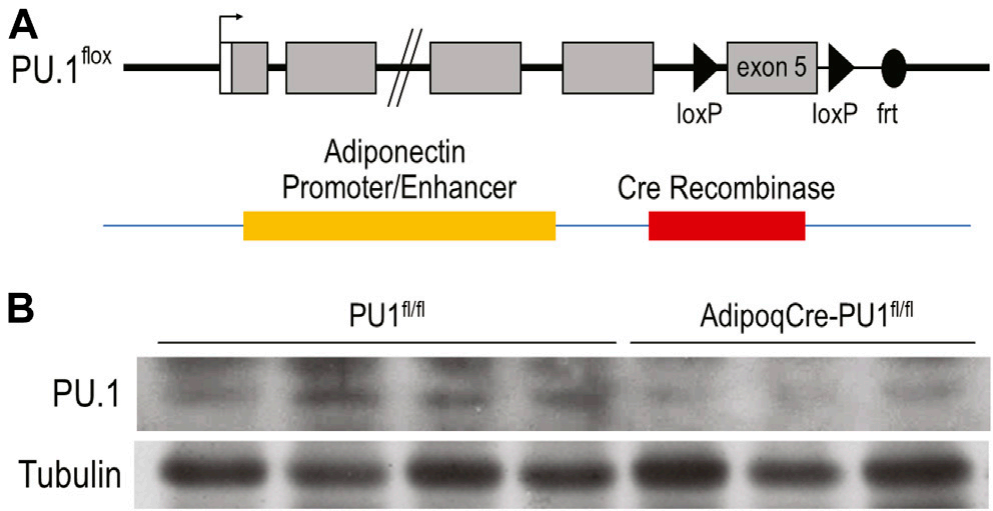
Generation of Adipocyte-Specific PU.1 KO Mice. **(A)** The schematic diagram of AdipoqCre-PU.1^fl/fl^ Mice. Mice that have the PU.1 gene exon 5 flanked with loxP sequences were breed with mice carrying a transgene containing Cre recombinase under the control of Adiponectin gene promoter and enhancer. **(B)** The expression of PU.1 in isolated adipocytes was detected using anti-PU.1 Western blot analysis.

### Phenotype of Young Adult aPU.1KO Mice

Young (4–5 months) aPU.1KO male (Figure 2A) or female (Supplementary Figure S1A) mice exhibited no difference in body weight, lean body mass or fat mass from floxed littermate controls. Moreover, glucose tolerance tests found no difference in glucose homeostasis (Figure 2B and Supplementary Figure S1B) between 4–5 months aPU.1 KO male or female mice and their floxed littermate controls. Using indirect calorimetry to measure energy expenditure however, we found that compared to wild-type littermates, male aPU.1KO mice had significantly higher average energy expenditure and basal energy expenditure under fasted and resting state (Figure 2C). This increase in energy expenditure was not contributed by increased physical activity, as there was no difference in ambulatory activity in these mice (Figure 2D). In female aPU.1KO mice, no difference of energy expenditure was observed (Supplementary Figure S1C).

**FIGURE 2:**
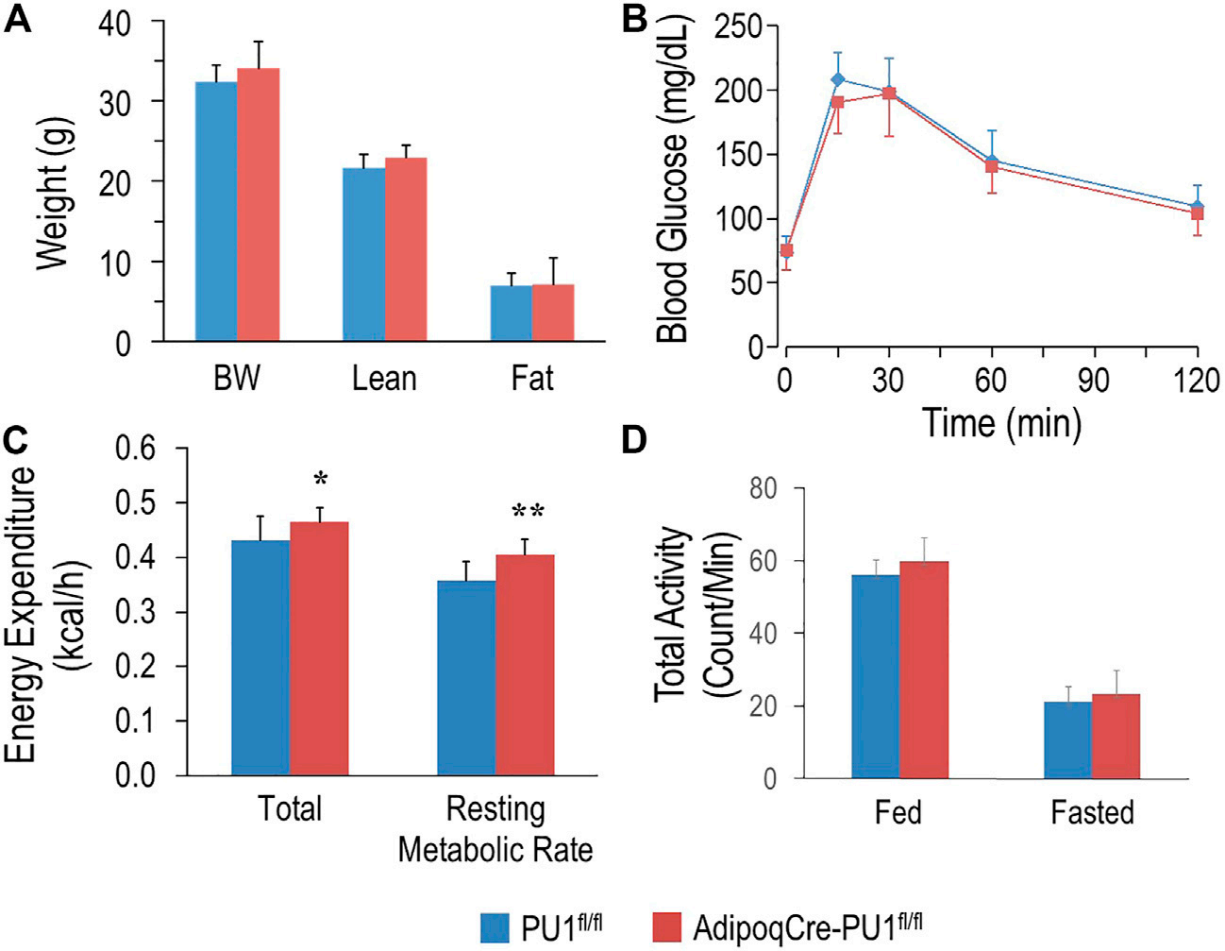
Adipocyte PU.1 Deficiency Has No Effect on Body Weight, Body Composition and Glucose Tolerance in Young Adult Male Mice. **(A)** Body weight (BW) and body composition of young adult (4–5 months of age) male AdipoqCre-PU.1^fl/fl^ mice (*N* = 8) and the control littermate PU.1^fl/fl^ mice (*N* = 8). **(B)** For glucose tolerance test, mice (*N* = 8 vs. 8) were fasted overnight and injected with glucose. Blood glucose was then measured. **(C)** Energy expenditure was determined using indirect calorimetry in the integrated Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments) in 4–5 months old male AdipoqCre-PU.1^fl/fl^ mice (*N* = 8) and the control littermate PU.1^fl/fl^ mice (*N* = 8). **(D)** Total locomotor activity under fed or fasting condition. *p < 0.05, **p < 0.01.

### Deficiency of Adipocyte PU.1 Protects Against Age-Associated Obesity and Glucose Intolerance

At 10–11 months of age, control male mice gained significantly more body weight than aPU.1KO mice (Figure 3A). Moreover, whereas lean body mass of aPU.1KO mice was indistinguishable from that of wild-type mice (Figure 3A), fat mass was significantly lower (Figure 3A), indicating that the difference of body weight was attributable primarily to a loss of adiposity. Fasted 10 months old aPU.1KO male mice exhibited significantly improved glucose tolerance compared with WT controls (Figure 3B) with significantly different area under the curve (21,657 ± 3,273 vs. 15,609 ± 2,697, *p* = 0.006). Older aPU.1KO mice also displayed higher insulin sensitivity (Figure 3C) with significantly different area under the curve (12,700 ± 2,463 vs. 9,677 ± 2,023, *p* = 0.03). Older female aPU.1KO mice were similar to WT controls with respect to body weight and fat mass (Supplementary Figure S2A). They did not present any improvement in glucose tolerance (Supplementary Figure S2B) or insulin sensitivity (Supplementary Figure S2C).

**FIGURE 3:**
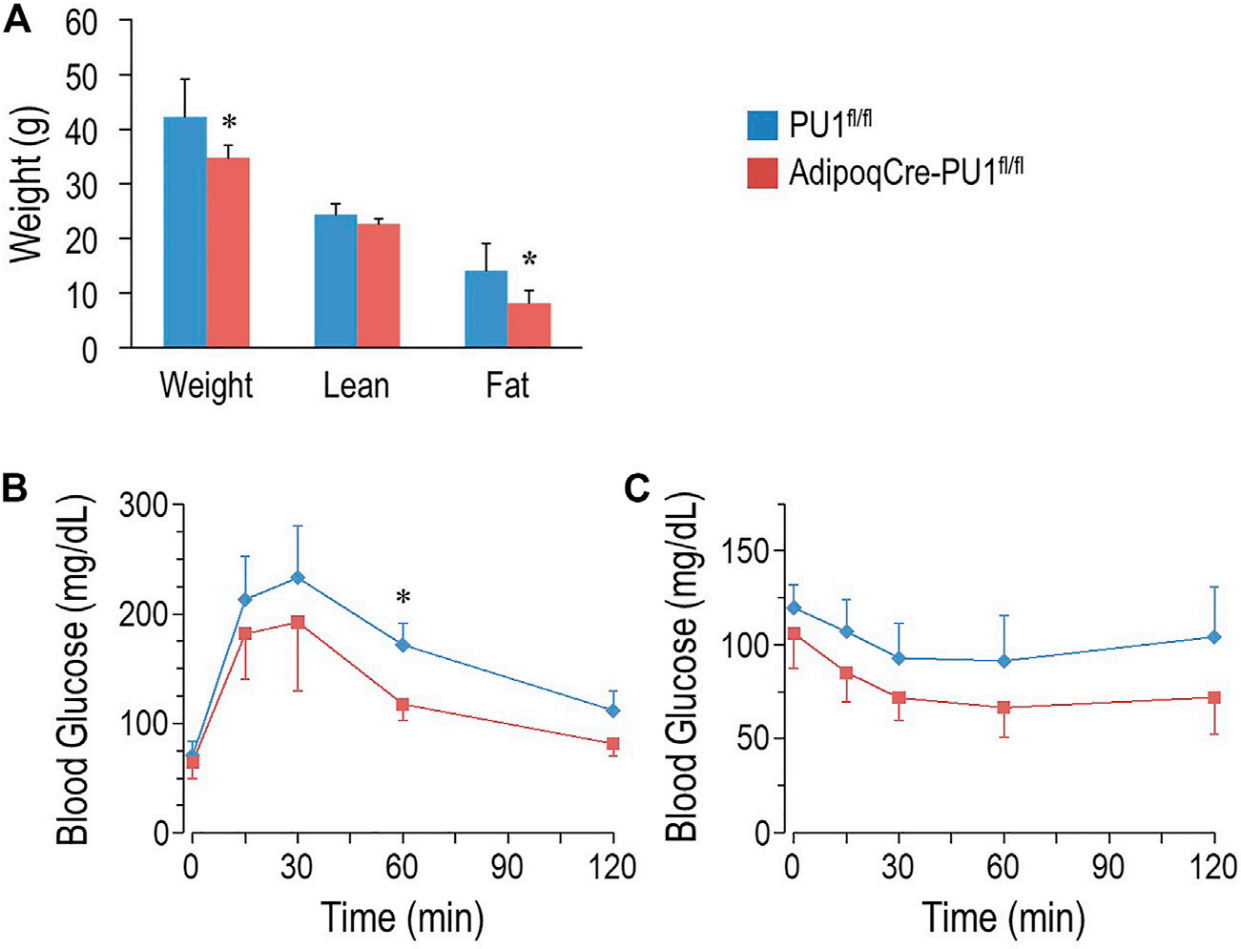
Adipocyte PU.1 Deficiency Protects Mice Against Age-Associated Obesity and Insulin Resistance. **(A)** Body weight (BW) and body composition of 10 months old male AdipoqCre-PU.1^fl/fl^ mice (*N* = 6) and the control littermate PU.1^fl/fl^ mice (*N* = 6). **(B)** For glucose tolerance test, 10 months old male mice (*N* = 7 vs. 5) were fasted overnight and injected with glucose (2 g/kg body weight). Blood glucose was then measured. **(C)** For insulin tolerance test, 1 year old male mice (*N* = 8 vs. 7) were fasted for 4-hr and injected with insulin (1.0 IU/kg body weight). Blood glucose was measured afterwards. *p < 0.05.

### Transcriptomic Analysis Identifies Regulation of Diverse Metabolic Transcriptional Programs by PU.1

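RNA was taken from the floating adipocyte fraction of collagenase-digested epididymal fat pads of 3 control mice and 3 aPU.1KO mice, with 1 library per mouse, and the mice of each group are numbered 1 to 3 here in the order of their labels. In the control mice a single exon of the Spi1 gene, which encodes PU.1, is flanked by loxP sites but present, and in aPU.1KO mice that exon is the target of Cre expressed from the adiponectin promoter. The deposited counts are per gene, so that reads from the other exons of Spi1 are counted whether or not that exon is present. The sample labels give an age of 10 to 11 months, and the paper gives more than 1 year. The authors quantified the reads with Salmon, summed the estimated transcript counts to 35122 Ensembl mouse genes and deposited them as whole numbers without normalization. The counts summed to 69283842, 22770714 and 23392407 in control mice 1, 2 and 3, and to 20550252, 24310144 and 20939027 in aPU.1KO mice 1, 2 and 3, so that 1 control library was far deeper than the other 5. From these counts, genes with too few counts were removed with edgeR's filterByExpr, library sizes were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13925 genes left. Low counts make the values of weakly expressed genes less precise, and 3 mice per group limit what any single gene can show: an exact permutation test of 3 against 3 cannot give a two-sided p below 0.1. Spi1 (ENSMUSG00000002111; chromosome 2, 91082390 to 91115756, in the GRCm38 annotation used here) had normalized counts of 24.3, 6.35 and 26.7 CPM in the control mice and of 3.20, 1.22 and 4.17 CPM in the aPU.1KO mice. Every aPU.1KO mouse lay below every control mouse, with a log2 fold change of -2.75 (standard error 0.64, adjusted p = 0.0788 from edgeR's quasi-likelihood test). With each mouse left out in turn the log2 fold change of Spi1 stayed between -3.17 and -2.39. The DESeq2 test, which the paper's methods name, gave an adjusted p of 7.65e-05 for the same gene, and over all alternatives fixed in advance it ran from that value to 0.313, without control mouse 1.

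**Figure D1:**
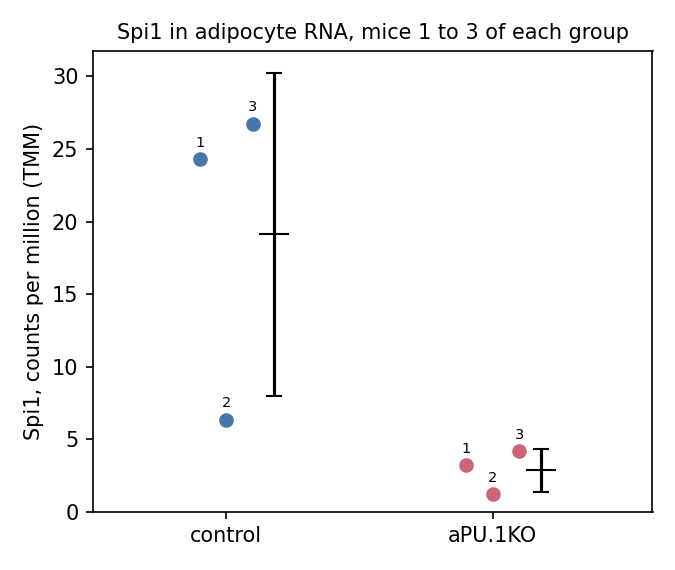
Normalized counts of Spi1 in each mouse (vertical axis, CPM scaled by TMM) by group, with the mean and SD of 3 mice as a bar and whiskers beside the points. The aPU.1KO mice lie between 1.22 and 4.17 CPM and the control mice between 6.35 and 26.7 CPM.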

To investigate the metabolic phenotypes arising from loss of adipocyte PU.1, we performed RNA-sequencing of adipocytes isolated from epididymal adipose tissue of aPU.1KO and control male mice of more than 1 year of age. 

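At an adjusted p under 0.05, edgeR's quasi-likelihood test called 33 of 13925 genes, 8 higher and 25 lower in aPU.1KO adipocytes, and at an adjusted p under 0.01 it called 3, of which 2 were higher. At an unadjusted p under 0.01 it called 1367 genes, 471 higher and 896 lower. DESeq2 gave the largest counts of the alternatives, with 1833 genes at an adjusted p under 0.05 (585 higher and 1248 lower) and 932 at an adjusted p under 0.01 (192 higher and 740 lower). All 33 genes called by edgeR were among those called by DESeq2 at an adjusted p under 0.05. The count also moved as single mice were left out, which in itself lowers the power of the test. Without control mouse 2 edgeR called 1193 genes at an adjusted p under 0.05, and without control mouse 1 it called 0, with 1718 genes at an unadjusted p under 0.05. Leaving out control mouse 3, or aPU.1KO mouse 1, 2 or 3, gave 5, 6, 7 and 8 genes. The 1367 genes at an unadjusted p under 0.01 became 437 without control mouse 1, 573 without control mouse 3 and 722 without aPU.1KO mouse 1, and 2259 by DESeq2. Without aPU.1KO mouse 3 the excess of lower genes was lost, with 727 higher and 709 lower. With any other mouse left out more were lower than higher, such as 364 against 73 without control mouse 1. With the mean log2 CPM of a list of macrophage genes as a covariate, which was chosen after the data were seen, edgeR called 0 genes at an adjusted p under 0.05, with 447 at an unadjusted p under 0.05. This score was higher in every control mouse than in every aPU.1KO mouse. Fits with this covariate therefore cannot separate genotype from the level of macrophage genes. The common biological coefficient of variation that edgeR estimated was 0.194.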

Significantly (*p* < 0.01) induced and repressed genes were visualized on a volcano plot (Figure 4A) and analyzed by Reactome Pathway Analysis (RPA; Figure 4B). RPA analysis of down-regulated genes displayed an enrichment of pathways involved in extracellular matrix and immune signaling, including interleukin-10 signaling (Figure 4B). 

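Gene lists for these processes were tested with limma's camera, with an inter-gene correlation set to 0.01 and Benjamini-Hochberg adjustment over 27 lists. The extracellular matrix list, of which 105 genes were tested, was lower in aPU.1KO adipocytes with a median log2 fold change of -0.62 (camera adjusted p = 3.95e-16). The interleukin-10 signaling list, with 34 genes tested, had a median log2 fold change of -1.10 (camera adjusted p = 8.85e-09). Of the 21 lists with an adjusted p under 0.05 by camera, 18 did not pass that threshold when camera estimated the correlation from the libraries, and 7 did not pass it under fry. The 3 that passed it under all of these settings were a list of hepatocyte genes and the fibrinogen and major urinary protein families. The extracellular matrix list had an adjusted p of 0.0718 with the estimated correlation and of 0.00736 under fry, and the interleukin-10 list had 0.188 and 0.0464. The lowest adjusted p of the 2 lists over the alternatives without a covariate was 2.52e-20 and 2.16e-12.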

Consistent with this, genes with well documented roles in these processes (*Il1rn*, *Il10ra*, *Il1b*, *Ccr1*, *Ccl6*) were highly repressed in aPU.1KO adipocytes (Figure 4A). In contrast, up-regulated genes were enriched for pathways involved in adipogenesis and lipogenesis, including *Cebpa*, *Srebf1*/SREBP, *Nr1h3*/LXRα, *Mlxipl*/ChREBP, *Acly*, *Apoc1* and *Pck1* (Figures 4A,B). These results were consistent with our previous findings of the roles of PU.1 in driving expression of inflammatory genes and transcriptional suppression of adipogenesis in cultured adipocytes (Wang and Tong, 2008; Lin et al., 2012).

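Il1rn (ENSMUSG00000026981; chromosome 2, 24336853 to 24351494, GRCm38) was counted at 11.6 ± 5.86 CPM (SD, n = 3) in control adipocytes and 1.80 ± 0.422 CPM in aPU.1KO adipocytes, a log2 fold change of -2.70 (standard error 0.46, adjusted p = 0.0722 from edgeR's quasi-likelihood test). Ccr1 had the largest fall of the 5 genes, from 2.88 ± 0.76 to 0.402 ± 0.20 CPM, with a log2 fold change of -2.85 (standard error 0.43) and an adjusted p of 0.0718 from edgeR. The log2 fold changes of Il1b, Ccl6 and Il10ra were -2.24, -2.16 and -1.86, with standard errors of 0.46, 0.44 and 0.36 and edgeR adjusted p-values of 0.0764, 0.0764 and 0.0745. Each of the 5 genes was lower in every aPU.1KO mouse than in every control mouse. None passed an adjusted p of 0.05 with edgeR, and all 5 passed it with DESeq2, whose adjusted p-values were 4.82e-07 for Il1rn, 1.69e-06 for Ccr1, 5.33e-05 for Il1b, 8.32e-06 for Ccl6 and 3.05e-05 for Il10ra. The highest adjusted p of Il1rn over the alternatives without a covariate was 0.313.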

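Acly (ENSMUSG00000020917; chromosome 11, 100476353 to 100528000, GRCm38) rose most among these 7 genes, from 405.7 ± 73.7 CPM (SD, n = 3) in control adipocytes to 984.7 ± 301.6 CPM in aPU.1KO adipocytes, a log2 fold change of 1.28 (standard error 0.26, adjusted p = 0.0764 from edgeR's quasi-likelihood test). Pck1 had a log2 fold change of 0.89 (standard error 0.22). Those of Mlxipl, Srebf1 and Apoc1 were 0.60, 0.59 and 0.55, and Nr1h3 had 0.34. The 2 groups of mice did not overlap in any of these genes. Over the 7 genes, Cebpa included, the edgeR adjusted p ran from 0.0724 for Mlxipl to 0.0868 for Cebpa. The lipogenesis list, with 22 genes tested, had a median log2 fold change of 0.58 (camera adjusted p = 1.58e-08), and the white adipocyte differentiation list, with 19, had 0.33 (camera adjusted p = 6.27e-05). With the correlation estimated from the libraries these adjusted p-values were 0.212 and 0.167, the highest over the alternatives without a covariate, and the lowest were 9.93e-14 and 9.5e-07. Adjusted over the list alone, 8 lipogenesis genes and 3 differentiation genes were higher at an adjusted p under 0.05 by edgeR, and 0 of either list were when adjusted over all genes tested, where 14 and 8 were higher at an unadjusted p under 0.05. Exons of Srebf1 overlap those of Rai1 on the other strand over 109 bp.

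**Figure D2:**
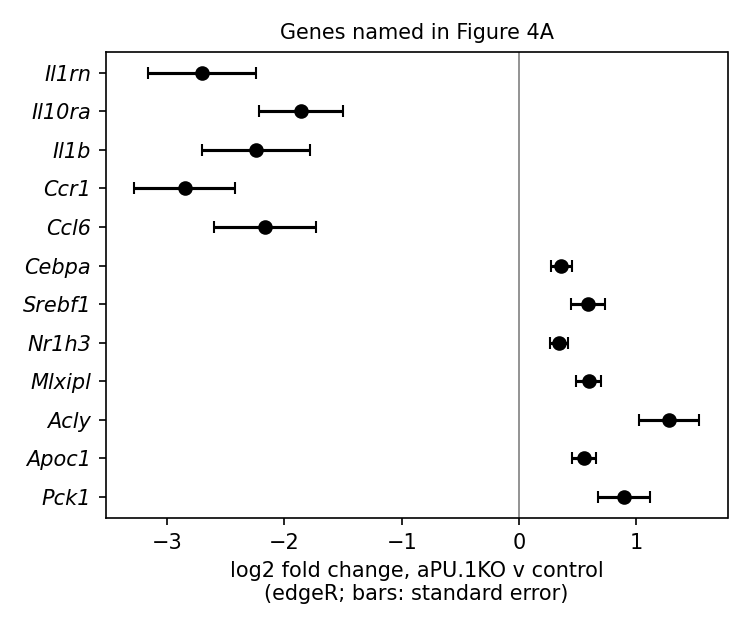
Log2 fold changes of 12 genes in aPU.1KO against control adipocytes (horizontal axis), with edgeR's standard errors as bars. The 5 immune genes lie between -2.85 and -1.86 and the 7 adipogenic and lipogenic genes between 0.34 and 1.28.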

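The log2 fold changes computed here with DESeq2 fell within 0.001 of the paper's in Supplementary Table S1 for 924 of the 925 genes that could be matched by symbol. Of the 895 genes of that table that edgeR tested, 895 had the same direction of change, 32 had an adjusted p under 0.05 and 859 had an adjusted p under 0.1. The paper's values come from the same libraries, so the shared direction is no independent check. From the repression of immune and extracellular matrix genes and the induction of adipogenic and lipogenic genes, the paper proposes that the results match its earlier findings in cultured adipocytes, in which PU.1 drove inflammatory genes and suppressed adipogenesis.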

**FIGURE 4:**
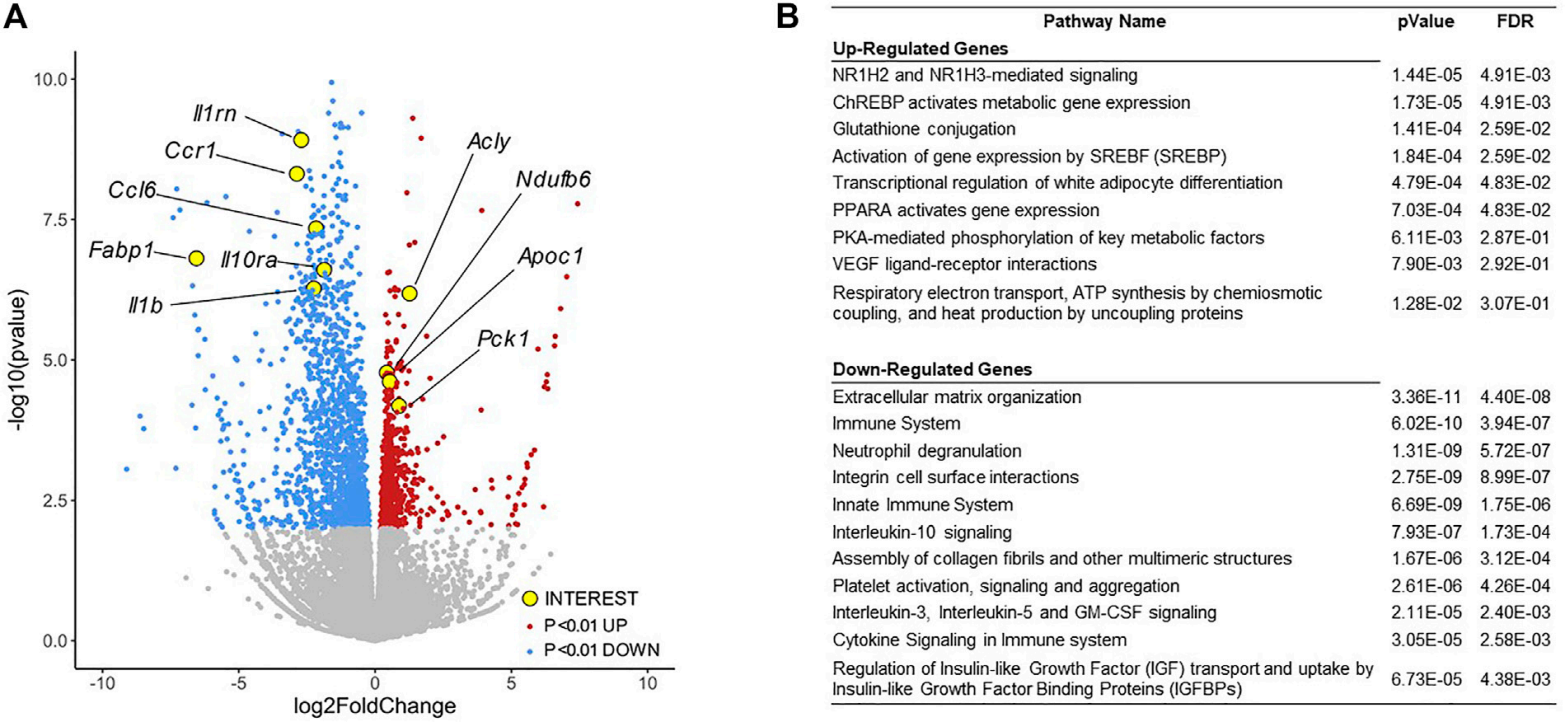
RNA-sequencing Analysis of Gene Expression Changes in the aPU.1KO Mice. **(A)** Volcano plot showing gene expression changes in adipocytes isolated from the gonadal adipose tissue, with key genes of interest highlighted in yellow. **(B)** Gene ontology analysis of differentially expressed genes (*p* < 0.01) showing highly enriched pathways. The false discovery rate (FDR) is used for multiple hypothesis testing, with a standard cutoff of FDR<0.05 for significant pathway enrichment.

### Transcriptional Regulatory Network Analysis Illuminates Crosstalk of PU.1 With Adipogenic and Inflammatory Signaling Node Networks

We next set out to identify direct PU.1 transcriptional targets within the RNA-Seq dataset, and to identify evidence for PU.1-interacting proteins that coregulate expression of these transcriptional targets with PU.1. Signaling Pathways Project (SPP) consensomes are ranked consensus transcriptional signatures for signaling pathway nodes—receptors, enzymes, transcription factors and other nodes—computed from publicly archived omics datasets (Ochsner et al., 2019). As such, consensomes have value in identifying potential high confidence transcriptional targets (HCTs) for specific nodes or node families in a given biological system (Ochsner et al., 2020). To gain insight into members of the PU.1 transcriptional regulatory network, we next applied HCT intersection analysis to compute intersections between aPU.1KO-induced and aPU.1KO-repressed gene sets (FC > ±1.5, *p* < 0.05) and a library of over 700 mouse HCT gene sets derived from archived transcriptomic or ChIP-Seq consensomes as previously described (Ochsner et al., 2019; Ochsner et al., 2020). 

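At a change of over 1.5-fold and a p under 0.05, taken here as the adjusted p, edgeR's quasi-likelihood test gave 8 induced and 24 repressed genes. DESeq2 gave 246 induced and 1110 repressed genes. Without control mouse 2 edgeR gave 1061 such genes in all, and with any other mouse left out 8 or fewer. The HCT library itself was not used here, so no intersection was computed from either set.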

We interpreted the size and significance of these intersections as evidence for loss or gain of function of a given signaling node or node family in aPU.1KO adipocytes and, by inference, a functional relationship with aPU.1.

Figure 5A shows a heatmap displaying selected intersections between the aPU.1KO up and down gene sets and SPP mouse node family transcriptomic (upper table panel) and node ChIP-Seq (lower table panel) consensome HCTs. 

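Supplementary Table S2 lists 238 nodes, 178 of them with a WAT percentile. Mean CPM over the 3 control mice of the genes encoding these 178 nodes ranked in the order of the percentiles (Spearman's rho = 1 after rounding, across genes, which are not independent replicates). It ran from 0.301 CPM for Nr5a1 to 789 CPM for Egr1, with a median of 34.3 CPM. The 60 nodes without a percentile had a median of 0.0192 CPM, a level at which a library of this depth holds few reads or none.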

To assist in identifying candidate aPU.1-interacting nodes in WAT, Column P in Supplementary Table S1 represents percentiles of the mean WAT expression levels of each node derived from our RNA-Seq dataset. As an objective validation of our analysis, we benchmarked it against a list of 16 proteins identified by BioGRID (Oughtred et al., 2021) as mouse PU.1 interacting proteins (Supplementary Table S2, column Q). Figure 5B shows a regulatory footprint plot, in which signaling nodes that have significant HCT footprints with aPU.1KO-repressed genes are indicated in orange outline. In this plot, nodes that have the most highly enriched and significant regulatory footprints are located towards the top right of the plot. Reflecting the reliability of our predictions, the 16 BioGRID-sourced PU.1-interacting nodes (yellow data points in Figure 5B) were enriched (OR = 22, *p* = 2.6E-04) among nodes with significant (*Q* < 1E-20) intersections with aPU.1-KO repressed genes (Figure 5B). In addition to the expected prominent footprint for PU.1 itself in the down-regulated gene set (*Q* = 1.9E-36), intersections with numerous canonical functional partners of PU.1 further validated our analysis. For example, robust intersections of aPU.1KO-repressed gene sets with transcriptomic HCTs for members of the toll-like (Wang et al., 2016), leptin (Dreyer et al., 2003), and chemokine (Ellis et al., 2010a) receptor and Protein kinase B/Akt (Rieske and Pongubala, 2001) families are consistent with previous studies implicating signaling through these nodes in PU.1 function (Figure 5A). Similarly, the increased energy expenditure of the aPU.1KO mice is reflected in the strong footprint within the aPU.1KO-induced gene set of transcriptomic HCTs for members of the PPARG coactivator 1 (PGC-1) family, which are well known mediators of metabolic control (Lin et al., 2005). Moreover, reflecting adrenergic stimulation of thermogenesis (Collins and Surwit, 2001) as well as repression of inflammatory cytokines (Ağaç et al., 2018), we observed β-adrenergic footprints in both aPU.1KO-induced (*Q* = 1E-4) and -repressed (*Q* = 7E-33) gene sets (Figure 5A).

**FIGURE 5:**
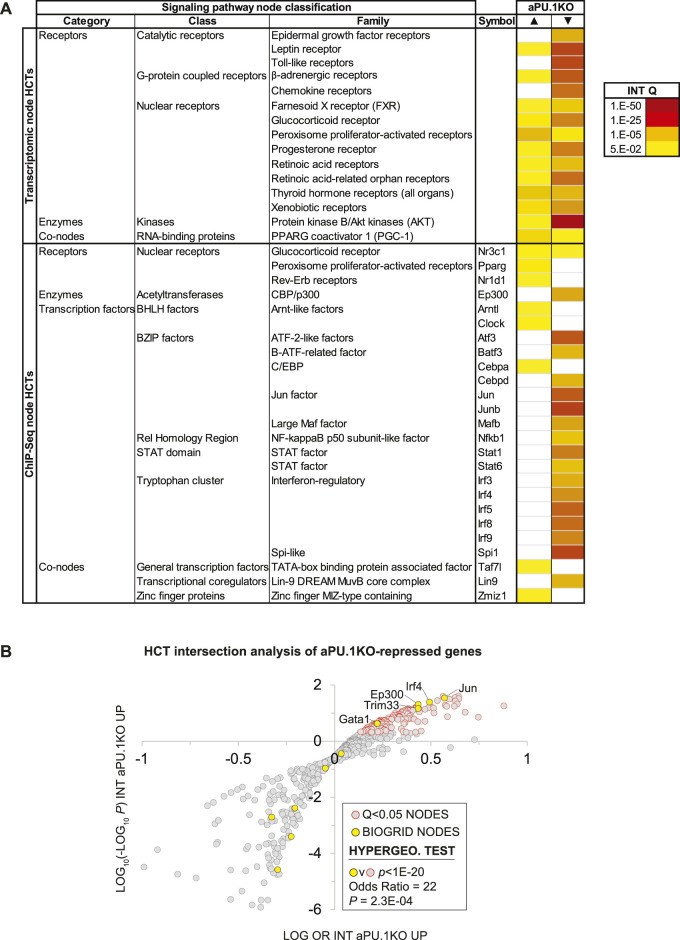
High Confidence Transcriptional Target (HCT) Intersection Analysis Identifies PU.1-Modulated Metabolic and Inflammatory Transcriptional Regulatory Hubs. **(A)** HCT intersection Q-values (INT Q) for selected signaling pathway nodes or node families are indicated in the form of a heatmap. HCT intersection analysis was carried out as described in the Methods section. White cells represent Q > 5E-2 intersections. The intensity of the color scheme is proportional to the confidence of the intersection between high confidence transcriptional targets (HCTs) for a particular node and either **(i)** aPU.1KO-induced (▲) or **(ii)** aPU.1KO-repressed (▼) gene sets. Lower confidence (smaller Q) intersections are towards the yellow end of the spectrum and higher confidence (larger Q) intersections are towards the red end of the spectrum. Full numerical data are in Supplementary Table S2. **(B)** Scatterplot showing enrichment of known BioGRID-curated PU.1 interacting nodes among nodes that have the most significant intersections with aPU.1KO-repressed genes. Refer to the text for details.

Similarly, in the ChIP-Seq HCTs, robust intersections of aPU.1KO-regulated genes with HCTs for members of the interferon regulatory factor (IRF) (Marecki and Fenton, 2000), STAT (Nguyen and Benveniste, 2000), AP-1 (Steidl et al., 2006), Atf (Labzin et al., 2015), C/EBP and GATA (Wang and Tong, 2008) transcription factor families are consistent with canonical PU.1 biology. Given our previous report that PU.1 functions synergistically with GATA transcription factors to inhibit adipogenesis (Wang and Tong, 2008), we were also interested to note intersections of aPU.1KO-regulated genes with HCTs for GATA family members (Figure 5B). Congruent with our metabolic studies of aPU.1KO mice (Figures 2, 3), aPU.1KO-induced genes contained footprints for several nodes with familiar roles in the context of whole body energy metabolism, including Pparg (3E-7), Nr3c1/GR (1.2E-05) and Cebpa (1.2E-5). Strikingly, four nodes with known roles in circadian rhythms (Clock (Debruyne, 2008), 1.2E-5; Nr3c1/GR (So et al., 2009), 1.2E-05; Nr1d1/REV-ERB (Ramakrishnan and Muscat, 2006), 1.1E-04 and Arntl/BMAL1 (Menet et al., 2014), 2.1E-04) also had appreciable intersections with the aPU.1KO-induced genes (Figure 5A and Supplementary Table S2).

In addition to corroborating canonical PU.1 biology, our analysis suggested the possibility of crosstalk of PU.1 with signaling nodes with which it has no previously established functional relationships. For aPU.1KO-induced genes these included transcriptomic HCT intersections with the PGC-1 family and ChIP-Seq HCT intersections for Zbtb11, Taf3 and Zfp57. Similarly, for aPU.1KO-repressed genes, we noted intersections with HCTs for members of the E2A-related factor family and the MuvB complex members Lin9 and E2f4 (Supplementary Table S2).

Some of the intersections may be attributable to transcriptional induction or repression of their encoding genes in the absence of PU.1. For example, the footprint for Cebpa in the PU.1-induced genes may be explained in part by the fact that its gene was upregulated in the knockout cells (*Cebpa* aPU.1KO v WT log2 FC = 0.35; Supplementary Table S1). Similarly, the footprints for Irf5, Irf8, Mafb and Mef2c in the aPU.1-repressed genes may reflect downregulation of the genes encoding these nodes in the knockout cells (aPU.1KO v WT log2 FCs: *Irf5*, −2.6; *Irf8*, −0.83; *Mafb*, −1.2; *Mef2c*, −0.95; Supplementary Table S1). 

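Cebpa was counted at 682.6 ± 22.8 CPM (SD, n = 3) in control adipocytes and 876.2 ± 39.9 CPM in aPU.1KO adipocytes, a log2 fold change of 0.36 with a standard error of 0.09 by edgeR. DESeq2 gave a log2 fold change of 0.35 with an adjusted p of 0.000754, the lowest over the alternatives without a covariate, where the highest was 0.399. With each mouse left out in turn, edgeR's value stayed between 0.32 and 0.38.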

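By edgeR's quasi-likelihood test the log2 fold changes were -2.61 for Irf5 (standard error 0.60, adjusted p = 0.0786), -0.82 for Irf8 (standard error 0.20, adjusted p = 0.0865) and -0.94 for Mef2c (standard error 0.23, adjusted p = 0.0853). The groups of mice did not overlap in any of the 3 genes. DESeq2 adjusted p-values were 0.000101, 0.00528 and 0.00312 in the same order, and the highest over the alternatives without a covariate was 0.338, for Irf8. Exons of Irf5 overlap those of Tnpo3 on the other strand over 411 bp.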

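Of the nodes of Supplementary Table S2, 158 had an intersection with a Q under 0.05 for induced or repressed genes. The genes encoding 109 of them were expressed highly enough to be tested by edgeR. None changed at an adjusted p under 0.05 (0 of 109), and 26 did at an unadjusted p under 0.05. DESeq2 called 12 of the 158 nodes at an adjusted p under 0.05. Without control mouse 2, edgeR called 11 of the nodes, and without aPU.1KO mouse 3 it called 1.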

The vast majority of nodes that had significant HCT intersections with aPU.1KO-regulated genes were however not transcriptionally regulated, suggesting that a post-translational mechanism contributes to their loss of function in the absence of PU.1. Collectively these data indicate repressive, protein-level cross-talk of PU.1 with adipogenic/lipogenic signaling nodes on the one hand, and on the other, positive cross-talk with distinct classes and families of inflammatory signaling nodes.

### Consensome Analysis Identifies Broad Scale Direct Regulation by PU.1 of Adipogenic Gene Expression

We previously showed that PU.1 inhibits adipogenesis (Wang and Tong, 2008). With that in mind, our RNA-Seq analysis highlighted numerous aPU.1 KO-regulated genes that represented potentially novel, previously uncharacterized modulators of adipogenesis. We next wished to adopt a reduced-bias approach to explore this possibility in more detail. Using our previously-described consensome algorithm (Ochsner et al., 2019), we used five archived datasets (GSE2192, GSE60745, GSE14004, GSE12929, GSE20696) to generate a 3T3-L1 adipogenesis consensome, which ranks ∼12,500 genes according to the frequency with which they are upregulated or downregulated across independent transcriptomic 3T3-L1 adipogenic datasets (Supplementary Table S3 contains 3T3-L1 adipogenesis consensome genes with *p* < 0.05, *n* = 9,152). Within the 3T3-adipogenesis consensome we designated Q < 0.05 genes with a mean FC > 2 (log FC > 1) as 3T3-L1 adipogenesis induced confidence transcripts (3T3-ADIPICTs, *n* = 508; Supplementary Table S3, column I) and Q < 0.05 genes with a mean FC < 0.5 (log FC < −1) as adipogenesis repressed confidence transcripts (3T3-ADIPRCTs, *n* = 100; Supplementary Table S3, column J). We first benchmarked the 3T3-L1 adipogenesis consensome against a set of 200 genes designated as hallmark adipogenesis-induced transcripts by the GSEA (Subramanian et al., 2005) resource (GSEA HALLMARK; Supplementary Table S3, column Q). Validating the 3T3-L1 adipogenesis consensome, the GSEA HALLMARK gene set was robustly over-represented among 3T3-ADIPICTs (OR = 10.1, *p* = 4.2E-58; Figure 6A). 

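Cidec (ENSMUSG00000030278; chromosome 6, 113424634 to 113435760, GRCm38), which encodes a lipid droplet protein, was counted at 3429 ± 235 CPM (SD, n = 3) in control adipocytes and 4219 ± 235 CPM in aPU.1KO adipocytes, with a log2 fold change of 0.30 (standard error 0.13, adjusted p = 0.205 from edgeR's quasi-likelihood test). Adipoq, which encodes adiponectin, had a log2 fold change of 0.43 (standard error 0.13, edgeR adjusted p = 0.115). Both genes were higher in every aPU.1KO mouse than in every control mouse, and DESeq2 gave adjusted p-values of 0.0474 and 0.00797, where the highest over the alternatives without a covariate was 0.615 for Cidec. Acsl1, an acyl-CoA synthetase gene, differed by less than the spread between mice, at 2065 ± 270 CPM in control and 2159 ± 229 CPM in aPU.1KO adipocytes. Its log2 fold change was 0.06 (standard error 0.15) with an adjusted p of 0.814 by edgeR and of 0.881 by DESeq2, and between 0.63 and 0.94 over the alternatives without a covariate. The direction for Acsl1 changed when control mouse 2 (-0.037) or aPU.1KO mouse 2 (-0.031) was left out.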

Many of the aPU.1KO-regulated 3T3-ADIPICTs are immediately familiar in the context of adipogenesis, including *Cidec* (Keller et al., 2008), *Adipoq* (Hu et al., 1996) and *Acsl1* (Ellis et al., 2010b). Interestingly, numerous aPU.1KO-induced (Supplementary Table S3, column R) and aPU.1KO-repressed (Supplementary Table S3, column S) genes have 3T3-L1 adipogenesis consensome rankings that are comparable to or exceed those of classic adipogenic markers, but have potential roles in adipogenesis that to date are unexplored in the research literature (Table 1).

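Among the induced genes of Table 1, edgeR's log2 fold changes ran from 0.39 for Hsd3b7 (standard error 0.07, adjusted p = 0.0729) to 0.65 for N4bp2l1 (standard error 0.12, adjusted p = 0.0729), with Grhpr, Dnaja3, Tdrp, Ginm1 and Tspan12 at 0.41, 0.42, 0.46, 0.46 and 0.49. Among the repressed genes, Rab7b fell from 32.3 ± 18.9 CPM (SD, n = 3) in control adipocytes to 5.49 ± 2.43 CPM in aPU.1KO adipocytes, a log2 fold change of -2.57. Mamdc2, Plekho2 and Cmtm3 had log2 fold changes of -2.25, -1.58 and -1.54. Niban1, Hacd4 and Frmd4a lay between -1.12 and -1.06, and Fat4, Vat1 and Parp14 between -0.91 and -0.54. The 2 groups of mice did not overlap in any of these genes. None had an adjusted p under 0.05 by edgeR, where the highest was 0.0935 for Vat1, and each had one under 0.05 by DESeq2, where the highest was 0.00992 for Parp14. Over the alternatives without a covariate the adjusted p of Vat1 reached 0.352. With the mean log2 CPM of a list of macrophage genes as a covariate, an alternative chosen after the data were seen, edgeR's log2 fold changes of Mamdc2, Rab7b, Hacd4 and Vat1 were 0.50, 0.050, 0.037 and 0.034. Exons of Hacd4 overlap Focad, those of Vat1 overlap Rnd2, and those of Dnaja3 overlap Coro7 and Vasn.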

**FIGURE 6:**
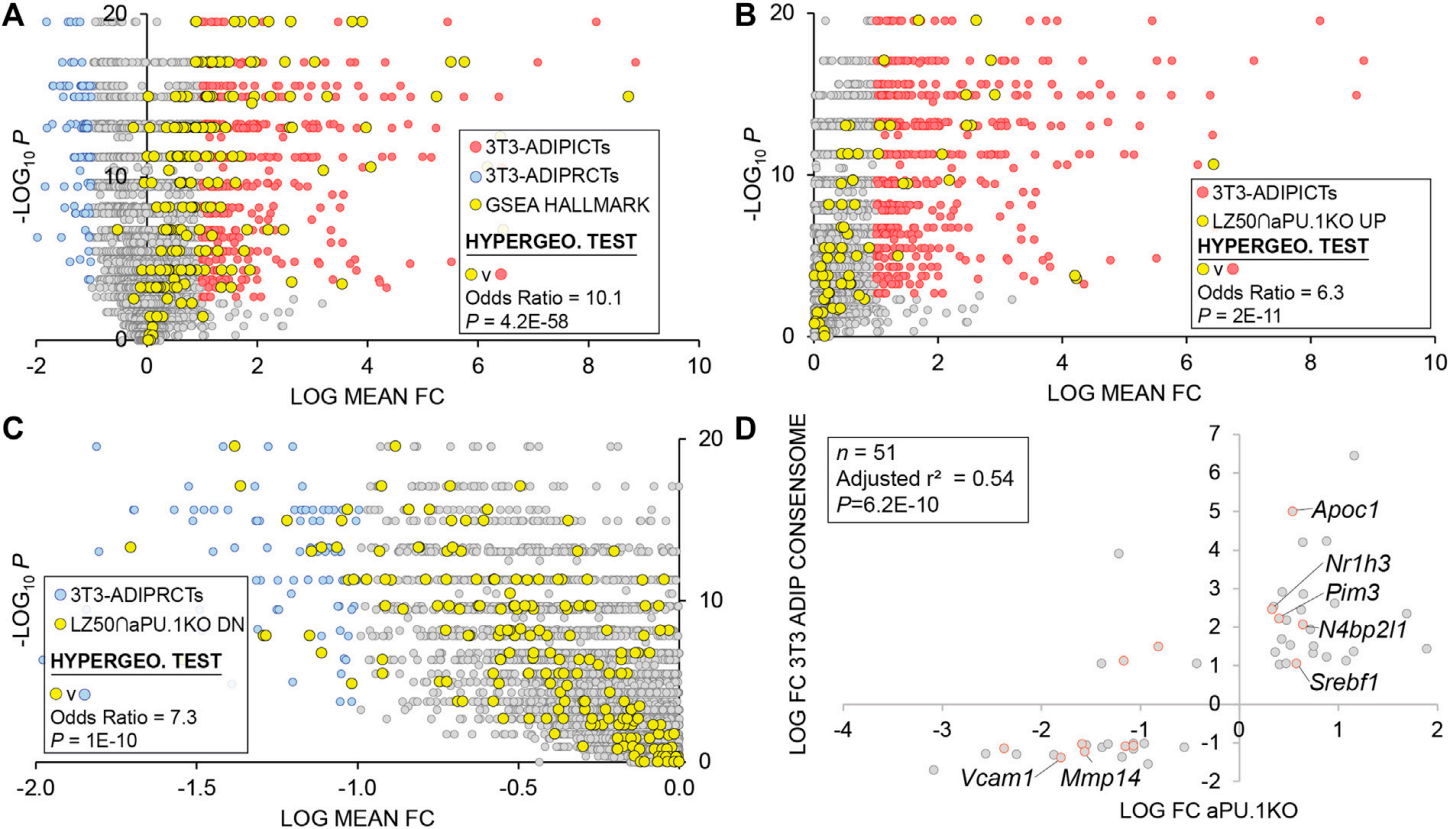
3T3-L1 Adipogenic Differentiation Consensome. The mouse 3T3-L1 adipogenesis transcriptomic consensome ranks mouse genes based on their discovery rates across five independent, publicly archived 3T3-L1 adipogenesis transcriptomic datasets. Hypergeometric test odds ratio and associated *p*-value are indicated in each panel. **(A)** Validation of the 3T3-L1 adipogenesis consensome against the GSEA adipogenesis Hallmark gene set. **(B)** Over-representation of aPU.1KO-induced LZ50 genes among 3T3-ADIPICTs. **(C)** Over-representation of aPU.1KO-repressed LZ50 genes among 3T3-ADIPRCTs. **(D)** Correlation between aPU.1KO log FC and adipogenesis log mean FC.

**TABLE 1:** Selected PU.1 regulated genes with elevated rankings in the 3T3-L1 adipogenesis transcriptomic consensome.

Target				aPU.1KO	3T3-ADIP CONSENSOME		
Category	Class	Family	Symbol	LFC	LMFC	%ile	*p*
**aPU1.KO-induced**							
Enzymes	Dehydrogenases	3 beta hydroxysteroid dehydrogenases	*Hsd3b7*	0.37	0.57	94	9.64E-14
	Reductases	Glyoxylate and hydroxypyruvate reductases	*Grhpr*	0.40	1.04	92	5.53E-12
	Regulatory factors	NEDD4 binding proteins like	*N4bp2l1*	0.64	2.07	90	5.87E-12
Co-nodes	Developmental proteins	Testis development related protein	*Tdrp*	0.45	0.89	87	2.32E-10
	Glycoproteins	Glycoprotein integral membrane	*Ginm1*	0.45	1.27	99	8.73E-18
	Membrane proteins	Tetraspanin	*Tspan12*	0.48	2.18	87	2.32E-10
	Stress response factors	DnaJ heat shock protein (Hsp40) member	*Dnaja3*	0.40	0.67	99	8.73E-18
**aPU1.KO-repressed**							
Receptors	G protein coupled receptors	G protein-coupled receptor	*Gpr176*	−3.09	−1.71	95	5.59E-14
	Ligands	FAT atypical cadherin	*Fat4*	−0.92	−1.54	74	4.95E-07
Enzymes	ADP ribosyltransferases	Poly [ADP-ribose] polymerases (PARP)	*Parp14*	−0.56	−1.11	95	5.59E-14
	Dehydratases	3-hydroxyacyl-CoA dehydratases	*Hacd4*	−1.07	−1.15	80	1.61E-08
	GTPases	RAB, member RAS oncogene	*Rab7b*	−2.56	−1.28	80	1.61E-08
Co-nodes	Apoptosis and apoptosis regulators	Niban apoptosis regulator	*Niban1*	−1.13	−1.01	90	5.87E-12
	Cytoskeleton components and regulators	FERM domain containing	*Frmd4a*	−1.07	−1.06	95	5.59E-14
	Membrane proteins	CKLF like MARVEL transmembrane domain containing	*Cmtm3*	−1.55	−1.05	97	1.17E-15
	Pleckstrin domain	Pleckstrin homology domain containing	*Plekho2*	−1.59	−1.03	98	2.44E-16
	Other co-nodes	MAM domain containing	*Mamdc2*	−2.25	−1.29	80	1.61E-08
		Vesicle amine transport	*Vat1*	−0.86	−1.11	80	1.61E-08

To focus on direct aPU.1 targets among genes with elevated rankings in the 3T3-adipogenesis consensome, we next percentilized peak call heights (*n* = 679) from a previously published PU.1 3T3-L1 ChIP-Seq analysis by Lazar and colleagues (DiSpirito et al., 2013) and mapped these to genes in the 3T3-L1 adipogenesis consensome (Supplementary Table S3, column T). For the purposes of subsequent statistical analyses, the 50th percentile of this gene set (*n* = 444) is referred to here as LZ50. Consistent with broad, direct antagonism by PU.1 of the 3T3-L1 adipogenic transcriptional program, we observed robust enrichment of aPU.1KO-induced LZ50 genes (*n* = 78) in 3T3-ADIPICTs (Figure 6B; OR = 6.3, *p* = 2.2E-11) and of aPU.1KO-repressed LZ50 genes (*n* = 293) among 3T3-ADIPRCTs (Figure 6C; OR = 7.3, *P* = 1E-10). Further reflecting the role of aPU.1 as an important direct regulator of adipogenic differentiation, we observed a clear positive correlation (adjusted r^2^ = 0.54, *P* = 6E-10, Pearson’s correlation) between aPU.1KO log FCs and mean 3T3-adipogenesis consensome log FCs for 3T3-ADIPRCTs or 3T3-ADIPICTs in the 50th percentile of PU.1 3T3-L1 peaks (*n* = 51. Figure 6D). 

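Srebf1 was counted at 264.9 ± 20.2 CPM (SD, n = 3) in control adipocytes and 398.1 ± 72.1 CPM in aPU.1KO adipocytes, and DESeq2 gave an adjusted p of 0.00588. Nr1h3 rose from 103.5 ± 1.89 to 131.1 ± 8.32 CPM, with an adjusted p of 0.0783 by edgeR and 0.00596 by DESeq2, and of up to 0.352 over the alternatives without a covariate. The standard errors of the edgeR log2 fold changes were 0.14 and 0.08. Left out in turn, the 6 mice moved that of Srebf1 between 0.43 and 0.66.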

Studying these 51 genes further, we identified two prominently pro-adipogenic members of the 3T3-ADIPICTs subset, *Srebf1* (encoding SREBP1) and *Nr1h3* (encoding LXRα), that have not been previously appreciated as direct PU.1 transcriptional targets. Similarly, uncharacterized candidate direct PU.1 targets within the 3T3-ADIPRCT gene subset included *Vcam1*, previously shown to mediate adhesion of inflammatory macrophages to adipocytes as a potential mechanism driving insulin resistance (Chung et al., 2017), and *Mmp14*, whose role in adipogenic collagen turnover has been linked to obesity (Chun et al., 2010). Collectively, our *in vivo* analysis confirms and adds value to previous *in vitro* studies implicating PU.1 as an anti-adipogenic, pro-inflammatory driver of gene expression in adipocytes.

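Vcam1 fell from 37.7 ± 16.5 CPM (SD, n = 3) in control adipocytes to 10.9 ± 2.22 CPM in aPU.1KO adipocytes, a log2 fold change of -1.80 (standard error 0.36, adjusted p = 0.0764 from edgeR's quasi-likelihood test). Mmp14 fell from 29.1 ± 9.68 to 9.92 ± 1.24 CPM, a log2 fold change of -1.55 with an adjusted p of 0.0722 from edgeR. DESeq2 adjusted p-values were 3.79e-05 for Vcam1 and 5.26e-06 for Mmp14, and over the alternatives without a covariate that of Vcam1 reached 0.313. PU.1 binding was not analysed here.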

### SPP Web Resource Facilitates the Generation of Novel Hypotheses Around PU.1 Regulation of Adipogenic Gene Expression

To make full use of the adipogenesis consensome for hypothesis generation around aPU.1 regulation of adipogenic gene expression, it is important that the data points be placed in the context of data points from other mouse adipose transcriptomic experiments. For each gene in Supplementary Table S3 therefore, column U links to an SPP website interface showing the specific experimental data points for that gene from the 3T3-L1 adipogenesis expression profiling datasets. In addition, the interface includes data points from transcriptomic experiments in mouse adipose tissue or cell lines involving genetic or small molecule perturbation of various receptor and enzyme signaling nodes, as well as data points from metabolic challenges such as cold exposure. For insight into nodes directly regulating expression of genes in the adipogenesis consensome, Supplementary Table S3 column V links to an interface showing data points from ChIP-Seq experiments carried out in mouse adipose tissue or cell lines. Data points in both the transcriptomic and ChIP-Seq interfaces link to contextual pop-up windows, which in turn point to the full source datasets on the SPP website.

### Confirmation of PU.1 Regulation of Pro-inflammatory Cytokines and Thermogenesis Genes in Adipose Tissues

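A list of cytokine and chemokine genes, of which 51 were tested, had a median log2 fold change of -0.78 in aPU.1KO adipocytes, with 38 genes lower and 13 higher (camera adjusted p = 4.98e-08). The adjusted p was 0.188 with the correlation estimated from the libraries and 0.0492 under fry, with 1.03e-10 the lowest over the alternatives without a covariate. By edgeR, 14 of the 51 genes were lower at an unadjusted p under 0.01 and none was higher. Adjusted over the list alone, 22 were lower and 1 was higher at an adjusted p under 0.05, against 0 when adjusted over all genes tested, where 25 were lower and 2 higher at an unadjusted p under 0.05. DESeq2 called 20 of them lower at an adjusted p under 0.05.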

Given the global transcriptional repression of cytokine production in aPU.1KO adipocytes indicated by the RNA-Seq analysis (Figure 4), we next used quantitative real-time RT-PCR (Q-PCR) to validate this observation. We confirmed the reduction of the expression of *Ccl2/*MCP-1 and *Tnf* in adipocytes isolated from epididymal WAT of 1 yo male aPU.1KO mice (Figure 7A). Since aPU.1KO mice exhibited elevated energy expenditure, we speculated that we might also observe induction of thermogenic expression programs in brown adipose tissue (BAT) of aPU.1KO mice. Consistent with this hypothesis, Q-PCR analysis identified transcriptional induction in aPU.1KO BAT of two key thermogenic genes, *Ppargc1a*/PGC-1α and *Ucp1* (Figure 7B). These results suggest a molecular mechanism underlying PU.1 regulation of adipocyte inflammation and thermogenesis and offer an explanation of the phenotype of the aPU.1KO mice.

**FIGURE 7:**
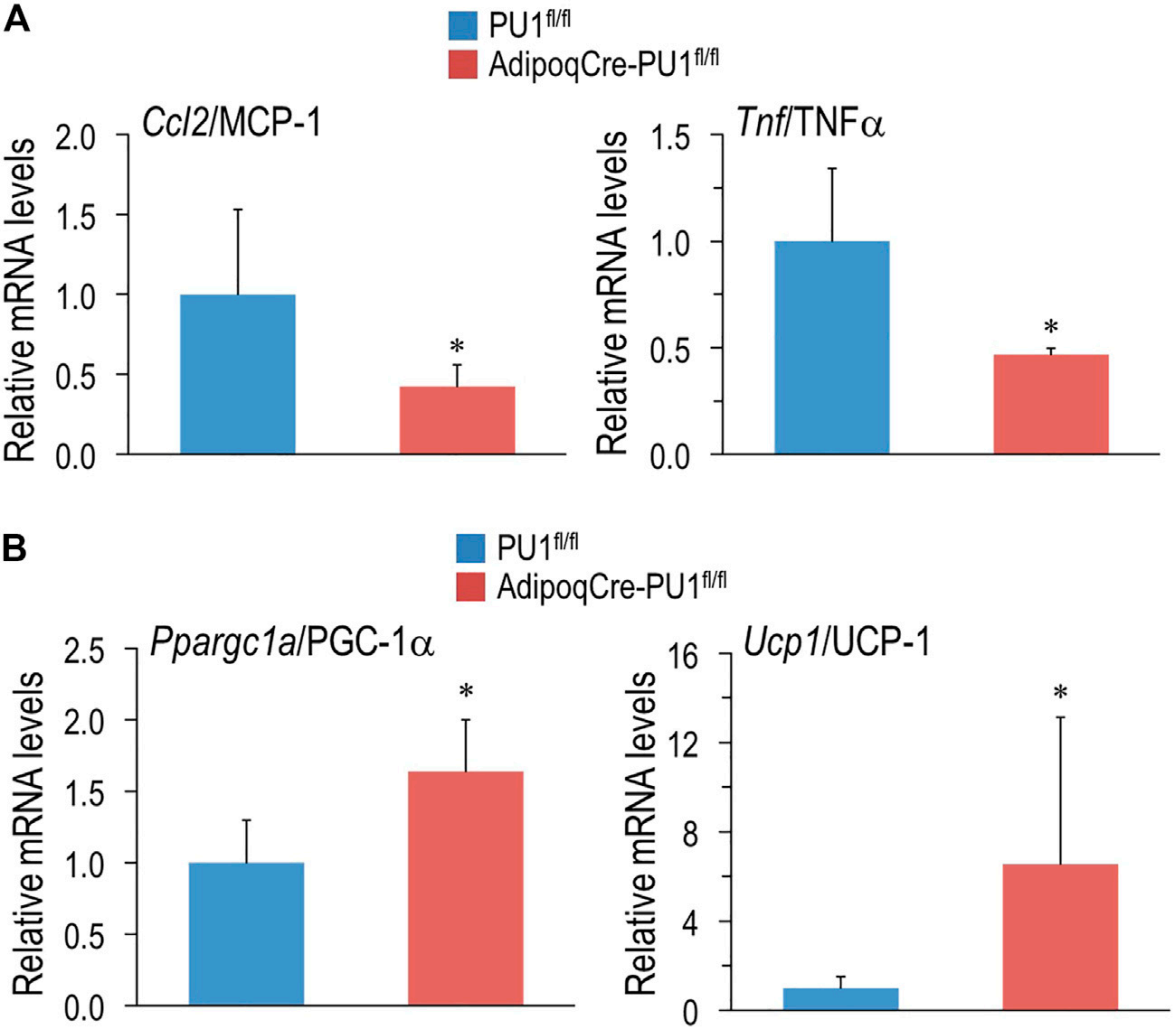
Loss of PU.1 in Adipocytes Reduces Inflammatory Gene Expression and Promotes Thermogenic Gene Expression. **(A)** Adipocytes were isolated from the gonadal adipose tissue and mRNA expression of *ccl2*/MCP-1 and TNFα were measured using real-time RT-PCR. **(B)** Brown adipose tissue mRNA expression of PGC-1α and UCP1 and TNFα were measured using real-time RT-PCR. *N*= 5 vs. 5, *p < 0.05.

### Integrated Analysis of aPU.1KO Transcriptional Regulatory Networks and Mouse Phenotypes

The Mammalian Phenotype Ontology (MPO) (Smith and Eppig, 2009), uses evidence from the research literature to assign specific metabolic and physiological functions to the products of mouse genes. As such, MPO annotations represent a potentially powerful approach to inferring the metabolic impact of transcriptional regulatory networks in the aPU.1KO mouse. Given the increased energy expenditure of aPU.1KO mice (Figure 2), we first wished to gather evidence for nodes that are transcriptional mediators of increased whole body energy expenditure in these mice. To do this we examined the intersection between nodes that had significant intersections with aPU.1KO-UP genes, and those encoded by genes whose disruption in mice mapped to the MPO term “abnormal energy expenditure” (AEE; Supplementary Table S2, column R). Consistent with the increased energy expenditure in the aPU.1KO mice, nodes encoded by AEE-mapped genes were strongly enriched among the top ranked nodes that had significant intersections with aPU.1KO-induced genes (OR = 14, P = 9E-5, Figure 8A) but not the aPU.1KO-repressed genes. These nodes included the nuclear receptors Pparg (Kubota et al., 1999) and Ppara (Finck et al., 2005), the circadian clock regulators Clock (Turek et al., 2005) and Arntl (Shimba et al., 2011), and the C/EBP family member Cebpa (Wang et al., 1995) which, as previously noted, was strongly transcriptionally induced in adipocytes in the aPU.1KO mice (Figure 2).

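The genes of the other 4 nodes did not pass an adjusted p of 0.05 in adipocyte RNA with edgeR or DESeq2. Ppara had a log2 fold change of 0.43 (standard error 0.14, adjusted p = 0.118 from edgeR's quasi-likelihood test), and Pparg had 0.34 (standard error 0.14, edgeR adjusted p = 0.194). Clock had -0.17 (standard error 0.16, edgeR adjusted p = 0.526) and Arntl had -1.01 (standard error 0.46, edgeR adjusted p = 0.222). The groups of mice overlapped in Pparg, Clock and Arntl. With the macrophage list score as a covariate the log2 fold change of Pparg was -0.045. The lowest adjusted p of the 4 genes over the alternatives without a covariate was 0.0787 for Ppara. Ppara was higher in every aPU.1KO mouse than in every control mouse.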

**FIGURE 8:**
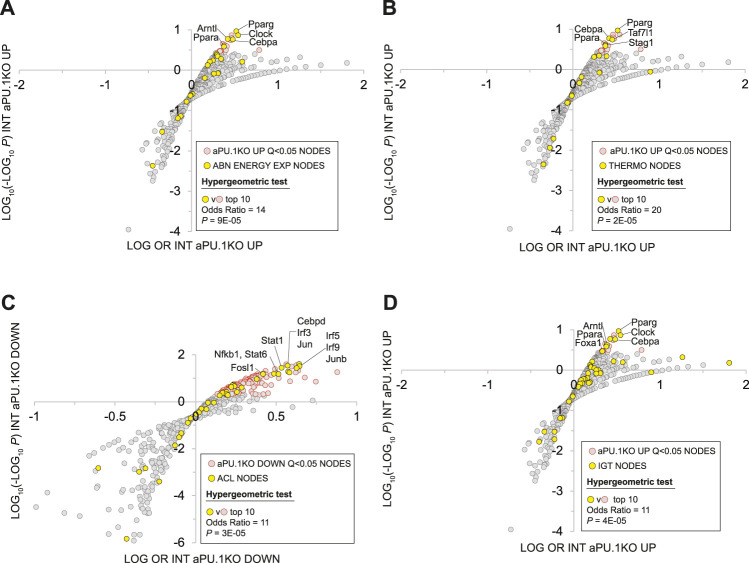
Mammalian Phenotype Ontology Analysis Of Nodes With Significant HCT Intersections With aPU.1KO-Induced and Repressed Gene Sets. **(A)** Enrichment of nodes encoded by genes that map to the MPO term “abnormal energy expenditure” (AEE) among nodes that have significant HCT intersections with aPU.1KO-induced genes. **(B)** Enrichment of nodes encoded by genes that map to the MPO terms “decreased brown adipose tissue amount”, “decreased core body temperature” or “impaired adaptive thermogenesis” (collectively referred to as THERMO genes) among nodes that have significant HCT intersections with aPU.1KO-induced genes. **(C)** Enrichment of nodes encoded by genes that map to the MPO term “abnormal cytokine levels” (ACL) among nodes that have significant HCT intersections with aPU.1KO-repressed genes. **(D)** Enrichment of nodes encoded by genes that map to the MPO term “impaired glucose tolerance” (IGT) among nodes that have significant HCT intersections with aPU.1KO-induced genes. Please refer to the Methods for details of the analysis.

Next, to identify potential transcriptional mediators of thermogenic gene expression in the aPU.1KO mice (Figure 4), we compared nodes that had significant intersections in aPU.1KO-UP genes with those encoded by a set of genes that mapped to at least one of the MPO terms “decreased brown adipose tissue amount”, “decreased core body temperature” or “impaired adaptive thermogenesis” (collectively referred to as THERMO genes; Supplementary Table S2, column S). Consistent with the induction of BAT thermogenic genes in the aPU.1KO animals, nodes encoded by THERMO genes were strongly enriched among the top ranked nodes that had significant intersections with aPU.1KO-induced genes (OR = 20, *P* = 2E-05; Figure 8B) but not aPU.1KO-repressed genes. These included the nuclear receptor Pparg (Imai et al., 2004), the C/EBP family transcription factor Cebpa (Wang et al., 1995), the general transcription factor Taf7l (Zhou et al., 2014) and the cohesin complex member Stag1 (Remeseiro et al., 2012). Collectively these data indicate that a non-redundant role for PU.1 in repressing a transcriptional regulatory network driving thermogenic gene expression *in vivo*.

Node HCT intersection analysis had previously indicated that numerous inflammatory transcription factors with roles in cytokine production were functionally impacted by the loss of PU.1 (Figure 5A). To gain insight into the PU.1 adipocyte transcriptional hub supporting inflammatory cytokine production *in vivo*, we compared nodes that had significant intersections with aPU.1KO-DOWN genes and those encoded by genes whose disruption in mice mapped to the MPO term “abnormal cytokine levels” (ACL; Supplementary Table S2, column T). Reflecting transcriptional repression of numerous inflammatory cytokine genes in the aPU.1KO mice (Figures 4, 7A, and Supplementary Table S1), nodes encoded by ACL genes were strongly enriched among the top ranked nodes that had significant intersections with aPU.1KO-repressed genes (OR = 11, *P* = 3E-05; Figure 8C) but not the aPU.1KO-induced genes. These included members of the IRF (Irf3, Irf5), STAT (Stat1, Stat6) and AP-1 (Jun, Junb) transcription factor families, as well as Fosl1, Cebpd and Nfkb1. Collectively these data indicate that PU.1 has a non-redundant role in anchoring a transcriptional regulatory network supporting adipocyte cytokine gene expression *in vivo*.

We showed that aPU.1KO mice exhibited improved glucose homeostasis (Figure 3). To gather evidence for the specific signaling nodes contributing to this phenotype, we compared nodes that had significant intersections in aPU.1KO-UP genes with those encoded by genes mapped to the MPO term “impaired glucose tolerance” (IGT; Supplementary Table S2, column U). Consistent with improved glucose homeostasis in the aPU.1KO mice, nodes encoded by IGT genes were strongly over-represented among nodes with Q < 0.01 intersections with aPU.1KO-induced genes (OR = 6, *p* = 5.7E-05, Figure 8D). Confirming the link between improved glucose tolerance and energy expenditure, these included the five previously identified AEE nodes (Pparg, Ppara, Clock, Arntl and Cebpa), in addition to Foxa1.

## Discussion

In this study, we set out to investigate the role of the transcription factor PU.1 in adipocytes *in vivo,* particularly during aging. We observed that although young (4–5 months) aPU.1KO mice had no overt phenotypes with respect to body weight, body composition, or glucose homeostasis, they did exhibit elevated energy expenditure. Moreover, at around 1 year of age, aPU.1KO mice were protected against age-associated obesity, adipose tissue inflammation, and insulin resistance. Mechanistically, and consistent with their elevated energy expenditure, we found that loss of adipocyte PU.1 suppressed inflammatory transcriptional programs in WAT and promoted thermogenic gene expression in BAT. Using a combination of conventional, literature-based pathway analysis and a novel ‘omics dataset-centric analytic platform, we identified numerous PU.1-modulated signaling systems and downstream functional pathways that shed mechanistic light on these phenotypes.

Consistent with the enhanced energy expenditure of aPU.1KO mice, we identified a robust transcriptional footprint within aPU.1KO-induced genes for members of the PGC-1 family (Figure 5A), which are well known transcriptional drivers of thermogenesis and energy metabolism (Puigserver et al., 1998). This represented strong evidence, validated by subsequent Q-PCR analysis (Figure 7A), that PU.1 suppresses thermogenic transcriptional programs in mice. To afford insight into the functional pathways involved, Supplementary Table S2 column L indicates aPU.1KO-induced genes that are HCTs for the PGC-1 family. Many of these are familiar players in cellular energy metabolism that have emerged from studies in the research literature. The induction of *Ndufb6*, *Ndufb10* and *Ndufs6*, for example, reflects our finding from RPA analysis that respiratory electron transport chain pathway genes were enriched among aPU.1KO-induced genes (Figure 4A). Moreover, upregulation of the transferrin (*Trf*) gene may reflect potential endocrine or paracrine signaling from the white adipocytes to activate brown or beige adipocyte thermogenesis in aPU.1KO mice (Qiu et al., 2020). 

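Ndufb6, Ndufb10 and Ndufs6 encode subunits of complex I. Their edgeR log2 fold changes were 0.44 (standard error 0.08, adjusted p = 0.0724), 0.55 (standard error 0.12, adjusted p = 0.0783) and 0.42 (standard error 0.08, adjusted p = 0.0760). DESeq2 gave adjusted p-values of 0.00068, 0.00525 and 0.00411, and the highest over the alternatives without a covariate was 0.325 for Ndufs6. The respiratory chain list, with 92 genes tested, had a median log2 fold change of 0.39, with 89 genes higher and 3 lower (camera adjusted p = 9.16e-20). The adjusted p was 0.264 with the correlation estimated from the libraries and 0.0638 under fry, with 3.85e-28 the lowest over the alternatives without a covariate. Adjusted over the list alone, 61 of the genes were higher and 1 was lower at an adjusted p under 0.05 by edgeR. Adjusted over all genes tested, 0 were, with 69 higher and 1 lower at an unadjusted p under 0.05. Exons of Ndufb6 overlap those of Smim27 on the other strand over 257 bp.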

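Trf (ENSMUSG00000032554; chromosome 9, 103204001 to 103230444, GRCm38) was counted at 2484 ± 281 CPM (SD, n = 3) in control adipocytes and 3794 ± 663 CPM in aPU.1KO adipocytes, a log2 fold change of 0.61 (standard error 0.17, adjusted p = 0.102 from edgeR's quasi-likelihood test). DESeq2 gave an adjusted p of 0.00646, the lowest over the alternatives without a covariate, where the highest was 0.399. The gene shares 2108 bp of exon on the same strand with Gm20425, at an identity of 100% over 59% of its transcript, so reads from that stretch do not tell the 2 genes apart.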

The power of consensome analysis, however, is that it illuminates genes for which a specific function is not described in the research literature, but for which, based upon close regulatory relationship with a node family computed from ‘omics datasets, that function can be inferred with a high level of confidence. This is the case with genes such as *Blcap*, *Gkap1*, *Proca1* and others, for which, as aPU.1KO-induced PGC-1 HCTs, a functional contribution to enhanced bioenergetics of the aPU.1KO animals can be reasonably surmised. 

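Blcap, Gkap1 and Proca1 had log2 fold changes of 0.51 (standard error 0.11), 0.45 (standard error 0.07) and 0.56 (standard error 0.11). Their adjusted p-values were 0.0775, 0.0718 and 0.0742 from edgeR's quasi-likelihood test, and 0.00308, 0.000361 and 0.00154 from DESeq2, with 0.317 for Blcap the highest over the alternatives without a covariate. The groups of mice did not overlap in any of the 3 genes.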

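Fam13a (ENSMUSG00000037709; chromosome 6, 58932090 to 59024549, GRCm38) was counted at 73.8 ± 19.4 CPM (SD, n = 3) in control adipocytes and 183.7 ± 96.8 CPM in aPU.1KO adipocytes, and the 2 groups of mice overlapped. Its log2 fold change was 1.31 (standard error 0.40), with an adjusted p of 0.111 from edgeR's quasi-likelihood test and of 0.00825 from DESeq2, and of up to 0.387 over the alternatives without a covariate. With each mouse left out in turn it ranged from 0.84, without aPU.1KO mouse 2, to 1.63, without aPU.1KO mouse 3.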

Supporting this assertion, and confirming the clinical relevance of our study, the human ortholog of *Fam13a* (aPU.1KO logFC = 1.3; PGC-1 family consensome 95th percentile) has been recently shown to regulate fat distribution and metabolic traits through its action on adipose tissue (Fathzadeh et al., 2020). In summary, we conclude that activation of PGC-1 family signaling in aPU.1KO mice contributes to the increased energy expenditure, reduced adiposity, improved glucose homeostasis and insulin sensitivity of aPU.1KO mice, and ultimately protects against age-related metabolic abnormalities in these animals.

Transcriptomic analysis has cast PU.1 in the global maintenance of pro-inflammatory transcriptional programs in response to sepsis or lipopolysaccharide stimulation (Karpurapu et al., 2011). Although transcriptional induction by PU.1 of pro-inflammatory factors, including *Tnf*, *Il1b* and *Il6*, as well as *Ccl3* and *Ccl2* has been extensively documented in macrophages and other immune cell lineages (Karpurapu et al., 2011), there is increasing interest in its role as a pro-inflammatory transcription factor in adipose tissue. 

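At an adjusted p under 0.1, edgeR's quasi-likelihood test called 857 genes lower and 430 genes higher in aPU.1KO adipocytes, 1287 in all. This count moved as single mice were left out, which in itself lowers the power of the test. The count was 9 without control mouse 1, 2163 without control mouse 2 and 5 without control mouse 3. It was 11 without aPU.1KO mouse 1, 149 without aPU.1KO mouse 2 and 1473 without aPU.1KO mouse 3, and limma-voom gave 533 and DESeq2 2617. In 32.1% of the 13925 genes tested the 2 groups of mice did not overlap, where chance gives 10%. The first principal component of log2 CPM held 57.7% of the variance and placed the 3 aPU.1KO mice at one end, with control mouse 2 nearer to them than the other control mice.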

Building on our previous study showing that PU.1 activates inflammatory cytokine expression in cultured adipocytes (Lin et al., 2012), our current study shows that depletion of adipocyte PU.1 results in broad, transcriptome-scale suppression of inflammatory programs in adipocytes. Since inflammation is a key mediator for insulin resistance and metabolic syndrome (Hotamisligil, 2017), suppression of this inflammatory transcriptional program likely contributes to the phenotypes of the aPU.1KO mice. Going to the underlying mechanism, we found that the expression levels of many proinflammatory cytokines driven by the PU.1 transcription factor, such as *il1b*, *tnf* and *ccl2*/MCP-1, are down regulated in the adipocytes of aPU.1KO mice (Figures 4, 7). 

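In the RNA-seq libraries Tnf fell from 7.28 ± 2.81 CPM (SD, n = 3) in control adipocytes to 2.24 ± 0.618 CPM in aPU.1KO adipocytes, a log2 fold change of -1.71 (standard error 0.36, adjusted p = 0.0775 from edgeR's quasi-likelihood test and 0.000361 from DESeq2, and of up to 0.313 over the alternatives without a covariate). Il1b fell in counts from 9.84 ± 5.14 to 2.09 ± 0.287 CPM. Ccl2 stood at 23.7 ± 1.84 CPM in control and 58.4 ± 57.2 CPM in aPU.1KO adipocytes. Its log2 fold change was 1.30 (standard error 0.79, adjusted p = 0.339 from edgeR and 0.443 from DESeq2, and between 0.082 and 0.874 over the alternatives without a covariate), the groups of mice overlapped, and with each mouse left out in turn it ranged from 0.20, without aPU.1KO mouse 2, to 1.82, without aPU.1KO mouse 3.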

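Of the 34 tested genes of the interleukin-10 signaling list, 30 had a negative log2 fold change and 4 a positive one. By edgeR's quasi-likelihood test 9 were lower at an unadjusted p under 0.01 and 0 at an adjusted p under 0.05 over all genes tested, with 18 lower at an unadjusted p under 0.05. Adjusted over the list alone, 16 were lower at an adjusted p under 0.05. DESeq2 called 15 lower at an adjusted p under 0.05, and the 2 groups of mice did not overlap in 20 of the 34 genes, where chance gives 10%.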

IL-10 signaling, which has been shown to inhibit thermogenesis and energy expenditure in adipocytes (Rajbhandari et al., 2018), was also downregulated in PU.1-deficient adipocytes (Figure 4B). Members of the NOD-like family of receptors have prominent roles in the transcriptional regulation of inflammasome pathways. 

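Ciita, a transactivator of antigen presentation genes, fell from 8.92 ± 4.26 CPM (SD, n = 3) in control adipocytes to 2.10 ± 0.559 CPM in aPU.1KO adipocytes, a log2 fold change of -2.09 (standard error 0.44, adjusted p = 0.0768 from edgeR's quasi-likelihood test). Nlrp3, an inflammasome gene, fell from 3.61 ± 1.90 to 0.416 ± 0.28 CPM, a log2 fold change of -3.13 with an edgeR adjusted p of 0.0775. DESeq2 adjusted p-values were 0.000115 and 0.00013, and the highest over the alternatives without a covariate was 0.313 for Nlrp3. Exons of Ciita overlap those of Dexi on the other strand over 329 bp. The NOD-like receptor list, of which 15 genes were tested, had a median log2 fold change of -1.80 (camera adjusted p = 4.60e-05), with an adjusted p of 0.0577 under fry and between 3.71e-07 and 0.188 over the alternatives without a covariate, and of 0.634 with the macrophage list score as covariate. Adjusted over all genes tested 0 of the 15 had an adjusted p under 0.05 by edgeR, with 10 lower at an unadjusted p under 0.05, and adjusted over the list alone 9 were lower.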

Our transcriptomic analysis identified significant down-regulation of genes encoding two members of the NOD-like family, *Ciita* and *Nrpl3,* in aPU.1KO adipocytes (Supplementary Table S1). Similarly, consistent with the strong TLR regulatory footprint in the aPU.1KO-repressed genes (Figure 5A), genes encoding four members of the TLR family (*Tlr1*, *Tlr6*, *Tlr7* and *Tlr8*) are repressed in the aPU.1KO. 

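By edgeR's quasi-likelihood test the log2 fold changes were -3.00 for Tlr1 (standard error 0.65, adjusted p = 0.0783), -1.40 for Tlr6 (standard error 0.35, adjusted p = 0.0868), -2.43 for Tlr7 (standard error 0.52, adjusted p = 0.0775) and -1.96 for Tlr8 (standard error 0.51, adjusted p = 0.0900). DESeq2 adjusted p-values were 9.16e-05, 0.00765, 6.97e-05 and 0.00121 in the same order, and the highest over the alternatives without a covariate was 0.367 for Tlr6. All 10 tested genes of the Toll-like receptor list had a negative log2 fold change, with a median of -1.46 (camera adjusted p = 1.54e-05, and between 1.51e-07 and 0.188 over the alternatives without a covariate, and 0.374 with the macrophage list score as covariate). By edgeR 0 of them had an adjusted p under 0.05 over all genes tested, with 6 lower at an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone.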

Given that TLRs (Kim et al., 2012), *Ciita* (Deng et al., 2013) and *Nrpl3* (Stienstra et al., 2010) are known to be induced in obese adipose tissue or to support adipocyte inflammation, it can be justifiably speculated that their transcriptional induction in adipocytes makes an important contribution to PU.1’s action in promoting inflammation and insulin resistance.

On a broader scale, HCT intersection analysis (Figure 5A), validated by integration with literature-based mouse phenotype annotations (Figure 8C), reflects the profound impact of loss of PU.1 on the function of numerous inflammatory node families. For example, aPU.1KO-downregulated genes contain a sizeable regulatory footprint for members of the IRF transcription factor family (Figure 5A and Supplementary Table S2). Given that the roles of members of the IRF family in the regulation of adipogenesis, inflammation and thermogenesis in adipocytes are well-documented (Eguchi et al., 2008; Kumari et al., 2016), we interpret the presence of this footprint as evidence for strong, network-level interactions between PU.1 and IRFs in adipocytes. On the other hand, transcription factors that suppress inflammatory gene expression, such as PPARγ (Lefterova et al., 2010) and LXRs (Heinz et al., 2010), have DNA binding sites adjacent to PU.1 binding sites, potentially reflecting mutual functional antagonism. 

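A list of PPAR target genes, of which 25 were tested, had a median log2 fold change of 0.14 with 19 genes higher and 6 lower (camera adjusted p = 0.0485). A list of LXR target genes, with 16 tested, had a median of 0.26 with 11 genes higher and 5 lower (camera adjusted p = 0.0684). With the correlation estimated from the libraries the adjusted p-values were 0.485 and 0.342, and under fry 0.227 and 0.101. By edgeR's quasi-likelihood test 0 genes of either list had an adjusted p under 0.05 over all genes tested, with 6 PPAR and 5 LXR target genes higher and 1 and 2 lower at an unadjusted p under 0.05. Adjusted over the list alone, 1 PPAR target gene and 3 LXR target genes were higher and 1 LXR target gene was lower. Without control mouse 2 the PPAR list had an adjusted p of 0.302, without aPU.1KO mouse 1 it had 0.231, and without aPU.1KO mouse 3 the LXR list had 0.0205. The lowest adjusted p of the PPAR list over the alternatives without a covariate was 0.00644, and it was lower still with the macrophage list score as covariate.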

Given that we observed evidence for activation of both PPAR and LXR in response to aPU.1 loss of function (Figure 4B), we speculate that aPU.1 may also drive inflammation through the suppression of PPAR and LXR transcription factors.

Although ‘omics datasets have intrinsic value for metabolic research, they realize their full value when integrated with existing data resources to facilitate the generation of hypotheses around metabolic signaling pathways not explored in the research literature. A unique aspect of our RNA-Seq dataset is that rather than limiting it to a standalone analysis of aPU.1KO-regulated genes, we have placed it in the context of millions of regulatory data points curated from archived ‘omics datasets by the SPP cell signaling knowledgebase (Love et al., 2014). Annotation of aPU.1KO-regulated gene list (Supplementary Table S1) according to the SPP classification, for example, provides for an immediate appreciation of the diversity of cellular functions impacted by PU.1 depletion. Similarly, HCT intersection analysis (Figure 5 and Supplementary Table S2) affords a unique perspective on the various receptors, enzymes, transcription factors and co-nodes that are functionally impacted by PU.1 depletion and which, by extension, are candidate PU.1-interacting proteins. Finally, the adipose-centric SPP transcriptomic and ChIP-Seq Regulation Reports to which the 3T3-L1 adipogenic consensome (Supplementary Table S3) links provide the user with a rich, contextual perspective to generate hypotheses around transcriptional regulation of novel effectors of adipose tissue biology. By integrating these three data resources in a single study, we provide for a unique perspective on PU.1-dependent transcriptional regulatory networks in adipocytes, and an appreciation of how diverse signaling nodes impact expression of a specific PU.1 target gene (Ochsner et al., 2019).

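Gpr176 (ENSMUSG00000040133; chromosome 2, 118277110 to 118373419, GRCm38) was counted at 1.75 ± 0.982 CPM (SD, n = 3) in control adipocytes and 0.209 ± 0.167 CPM in aPU.1KO adipocytes. Its log2 fold change was -3.07 (standard error 0.76, adjusted p = 0.0856 from edgeR's quasi-likelihood test and 0.00331 from DESeq2, the lowest over the alternatives without a covariate, where the highest was 0.338). Every aPU.1KO mouse lay below every control mouse, and with each mouse left out in turn the log2 fold change stayed between -3.83 and -2.59.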

The collective value of our supplementary material to researchers in generating novel metabolic hypotheses can be illustrated with reference to *Gpr176*, identified in Supplementary Table S1 as a gene encoding a member of the G protein-coupled receptor family that is strongly transcriptionally dependent upon PU.1. With the exception of a role in the regulation of circadian clock in the suprachiasmatic nucleus (Doi et al., 2016), the function of this receptor is largely uncharacterized. The 3T3-L1 adipogenesis consensome ranks *Gpr176* 445th of 12525 genes (mean log FC −1.71, CQV 1E-11, 95th %ile), indicating that *Gpr176* is robustly and consistently downregulated during adipogenic differentiation. The SPP transcriptomic Regulation Report for *Gpr176* (Supplementary Table S3 column U) contains data points documenting its regulation by prominent regulators of lipid metabolism, including FGF21, PPARG and members of the PGC-1 family. Similarly, the ChIP-Seq Regulation Report (Supplementary Table S3 column V) provides evidence for direct regulation of *Gpr176* by PU.1 and numerous other nodes, including Polycomb group proteins and members of the C/EBP, STAT and BRD families. Finally, the enrichment among aPU.1KO-induced genes of HCTs for numerous characterized transcriptional regulators of circadian rhythms (Arntl/BML1, Nr1d1/Rev-Erbα, Clock, and Nr3c1/GR; Figure 5A and Supplementary Table S2) suggests that PU.1 regulation of circadian transcriptional programs in adipocytes may well extend beyond *Gpr176*. Set in the context of existing evidence documenting circadian connections between adipose tissue biology, lipid metabolism and the immune system (Krueger and Feldman, 2013; Lekkas and Paschos, 2019; Lananna and Musiek, 2020), the SPP data points suggest a hypothesis implicating PU.1 as a transcriptional co-ordinator of circadian programs in adipocytes and immune cells. Indeed, such a notion is supported by a previous report of global enhancement of PU.1 transactivation in Arntl/BML1-depleted macrophages (Oishi et al., 2017).

The recent characterization of PU.1 as a transcriptional driver of fibrosis (Wohlfahrt et al., 2019) is interesting given the known role of fibrosis in supporting the inflammatory state (Crewe et al., 2017) and obesity (Chiang et al., 2011). Interestingly, RPA identified a strong repression in the aPU.1KO adipocytes of pathways related to the extracellular matrix (ECM), a critical player in the development of fibrosis (Herrera et al., 2018) (Figure 4B). 

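Of the 105 tested extracellular matrix genes, 90 had a negative log2 fold change. By edgeR's quasi-likelihood test 29 were lower at an unadjusted p under 0.01, none was higher (1 at an unadjusted p under 0.05), and 2 were lower at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 39 were lower at an adjusted p under 0.05. DESeq2 called 40 lower at an adjusted p under 0.05, and the 2 groups of mice did not overlap in 55 of the 105 genes, where chance gives 10%.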

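Families were defined here by patterns in gene symbols. Members of each family were counted among the genes lower at an adjusted p under 0.05 by edgeR, against all genes tested, with one-sided Fisher's exact tests. Of 3 fibrinogen genes 1 was called (odds ratio 287, p = 0.00538, Fisher's exact test), namely Fgg, and Fgb had an adjusted p of 0.0515. Of 24 integrin genes and 30 collagen genes 0 were called, although 13 and 13 were lower at an unadjusted p under 0.05. Of 74 cluster of differentiation genes 1 was called (odds ratio 7.89, p = 0.125, Fisher's exact test). The call for the fibrinogen family was lost (p = 1, Fisher's exact test) when any mouse but control mouse 2 was left out, and without control mouse 2 the test gave a p of 1.95e-06 for integrins and of 1.1e-12 for the cluster of differentiation genes. Among genes lower by DESeq2 at an adjusted p under 0.01, a threshold chosen after the data were seen, there were 3 fibrinogen, 6 integrin, 22 cluster of differentiation and 9 collagen genes. The median log2 fold changes of the integrin, cluster of differentiation and collagen families were -0.93, -0.76 and -0.72. All 3 aPU.1KO libraries had 3 counts or fewer of Fgb and Fgg, so that Fgb was at least 8.72-fold lower and Fgg at least 6.01-fold lower.

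**Figure D3:**
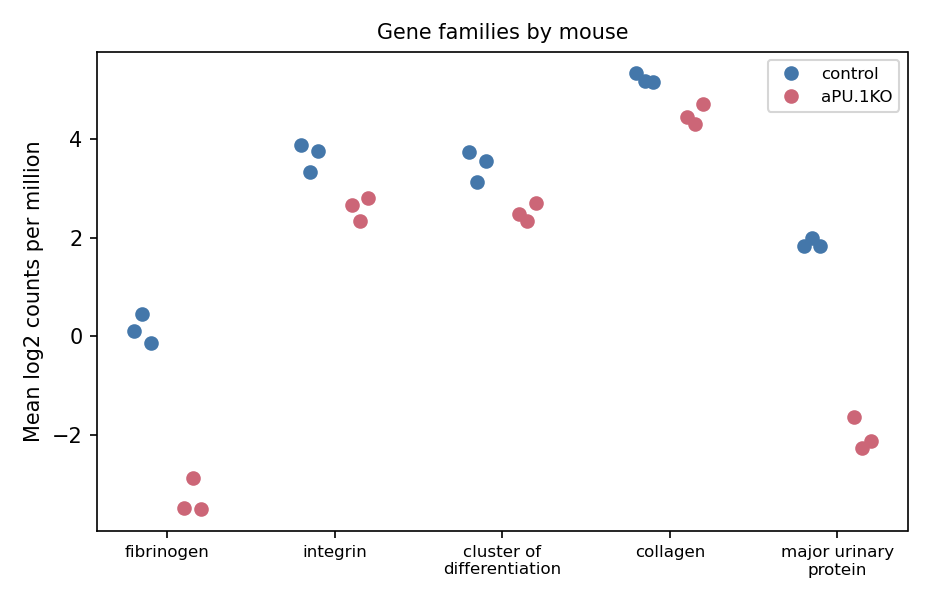
Mean log2 CPM of the tested genes of 5 families (vertical axis) in each of the 3 control and 3 aPU.1KO mice. The major urinary protein genes lie between 1.83 and 2.00 in control mice and between -2.27 and -1.64 in aPU.1KO mice.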

Inspecting the aPU.1KO-repressed genes more closely, we identified three members of the fibrinogen family (OR = 318, *P* = 1E-08, hypergeometric test), six members of the integrin family (OR = 7.5; P = 1E-04, hypergeometric test), 12 members of the cluster of differentiation group (OR = 13, *P* = 1E-10, hypergeometric test) and nine members of the collagen family (OR = 6.9, P = 5E-06, hypergeometric test), many of which have been implicated in fibrosis and obesity (Ditschuneit et al., 1995; Féral et al., 2008; Wynn, 2008; Khan et al., 2009; Pasarica et al., 2009; Yamauchi et al., 2011; Craciun et al., 2014; Dankel et al., 2014; Schnittert et al., 2018). 

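Of 11 major urinary protein genes tested by edgeR, 5 were lower at an adjusted p under 0.05 (odds ratio 562, one-sided Fisher's exact test, p = 5.59e-12). Mup20 fell from 9.36 ± 0.484 CPM (SD, n = 3) in control adipocytes to 3 counts or fewer in each aPU.1KO library, so that it was at least 65.3-fold lower (adjusted p = 0.0037 from edgeR's quasi-likelihood test). Mup7 fell from 14.1 ± 2.08 to 0.175 ± 0.152 CPM, a log2 fold change of -6.30 (standard error 0.52, edgeR adjusted p = 0.0174). Mup4 did not fall, with a log2 fold change of 0.29 (standard error 0.56), and its direction changed when aPU.1KO mouse 3 was left out (-0.097) or under limma-voom (-0.032). The other 10 tested genes were lower. Most members are near-identical, with Mup14 and Mup2 alike at 99.57% of bases, so the counts of single members depend on how the quantification divided shared reads. Summed over the family, the counts were 60.2 to 68.2 CPM in the control mice and at most 5.44 CPM in the aPU.1KO mice. Without control mouse 1 the family test gave a p of 1 (Fisher's exact test), since no gene was called. All lie on chromosome 4 in the GRCm38 annotation.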

Most intriguingly of all perhaps, aPU.1KO-repressed genes contain eight members of the major urinary protein (MUP) family (OR = 417, *P* = 4E-21), several of which are among the most strongly repressed genes. MUP proteins are related to members of the lipocalin family, which have documented connections to a variety of fibrotic conditions (Eichler et al., 1999; Ikezoe et al., 2014; Chen et al., 2020), as well as obesity and insulin resistance (Wang et al., 2007; Yan et al., 2007). Collectively, our analysis data point to a pivotal role for PU.1 in driving fibrotic transcriptional programs that support inflammatory pathways in adipocytes. Taken together, our transcriptome and bioinformatics analyzes provide valuable insights into the action of PU.1 in adipocytes. However, we need to validate these leads with a larger set of samples in follow-up studies.

Our observation that PU.1 plays a role in the development of age-associated metabolic syndrome shed light on not only a novel PU.1 action in adipocytes, but also the nature of age-related metabolic defects. Metabolic changes developed during the aging process share similarities with that caused by obesity, but also possess some unique characteristics (Bapat et al., 2015). The underlying mechanism is not well characterized. A recent study identified a sub-population of adipocytes present only in the subcutaneous adipose tissue of older mice or humans (Nguyen et al., 2021). These cells have elevated PU.1 expression, which causes defective adipogenesis and proinflammatory cytokines secretion to inhibit adipogenesis of neighboring cells. This finding is in agreement with our results, supporting an important role of PU.1 in aging adipose tissue, in the development of age-associated adipocyte dysfunction, with a likely consequence of whole-body metabolic defects.

As an adipocyte-specific knockout, our model underscores the contribution of adipocyte-autonomous functions of PU.1 to disorders of systemic metabolism. However, PU.1 in tissues other than adipose may also contribute to metabolic syndrome. For example, expression of hepatic PU.1 is also elevated in diet-induced obese and diabetic mice, and is positively correlated with insulin resistance and liver inflammation in humans (Liu et al., 2020). Depletion of PU.1 in non-parenchymal liver cells, likely in liver macrophages, inhibited liver inflammation, hepatic steatosis and whole body insulin resistance (Liu et al., 2020). Taken together, PU.1 regulates metabolic functions in both adipocytes and in liver macrophages. Therefore, PU.1 is an important driver for metabolic disorders when animals get older and may serve as a therapeutic target for the treatment of metabolic syndrome.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188497.

How the deposited data were processed for this re-analysis (not part of the article)

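RNA of the adipocyte fraction of epididymal fat was measured in 3 control and 3 aPU.1KO mice, 1 library each. The authors deposited estimated counts: reads were quantified per transcript with Salmon (option validateMappings) and the transcript counts were summed to genes. The deposited estimated counts are whole numbers, so they entered every test without further rounding. The paper's text does not name the Salmon version, the genome build or the annotation. The table lists 35122 genes by Ensembl identifier, of which 35031 were matched to a symbol in the GRCm38 annotation used here (GENCODE M21), and the unmatched genes hold 0.0367% of all counts. Coordinates are from that annotation.

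Each library was matched to its mouse by the number in its label, and mice are numbered 1 to 3 within a group in the order of those labels. The labels give an age of 10 to 11 months and the paper more than 1 year. Total counts were between 20550252 and 24310144 in the aPU.1KO mice and between 22770714 and 69283842 in the control mice. No pair of libraries of a group was a duplicate: their counts differed by a chi-square per degree of freedom of 21.7 or more.

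The groups were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, glmQLFit with its defaults and glmQLFTest, Benjamini-Hochberg adjustment), and a log2 fold change is aPU.1KO over control. An earlier run of this fit had used the option legacy = FALSE, which differs from the design fixed before the data were examined. The values given here use the default, and legacy = FALSE is an added alternative. Standard errors were computed from the coefficient and the F statistic. Log2 CPM values for scores used a prior count of 2. A library with 3 counts or fewer of a gene was taken as at the floor. Lists of genes (12 of cell types, 10 of pathways and 5 families) were written before the data were examined and tested with camera in limma 3.58.1; Reactome was not used here. Families were defined by patterns in gene symbols, which need not match the paper's groups, and were tested with one-sided Fisher's exact tests. Sequence identity between genes was found with BLAST 2.17.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

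The genes named are those the paper names from its adipocyte RNA-seq or measures by Q-PCR, and the 5 with the largest rise and the 5 with the largest fall in log2 fold change among genes with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between the groups. Tables of the paper held in part were not used for tests. Results for some genes are not reported here.

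The pipeline was tested on simulated data, with counts for 13925 genes drawn from the means and sizes of the real libraries and 200 genes changed. edgeR called 169 of the 200 and 3 unchanged genes, DESeq2 1.42.0 called 176 and 20, and limma-voom 169 and 7. With no gene changed, edgeR and DESeq2 called 0. Each gene was drawn on its own at the dispersion of edgeR's trend, and no mouse was set apart from its group. The simulated shares are therefore not the power of the tests on the real libraries, where edgeR called 33 genes and DESeq2 1833.

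Alternatives set before the data were examined were other scaling factors (RLE, upper quartile), other filters (at least 10 counts in every library, none), DESeq2, limma-voom, robust dispersion, leaving out each mouse, for lists an estimated correlation and fry, and for families an adjusted p under 0.01. Alternatives added after the data were seen were legacy = FALSE, a macrophage list score as covariate, control library 1 thinned to the median depth, a correction for GC content and transcript length, and DESeq2 at an adjusted p under 0.01.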

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

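The tests of chromosome 9, of strain and of pseudogenes were chosen only after the genes had been seen. Among the genes with an adjusted p under 0.05 by edgeR, 8 were higher in aPU.1KO adipocytes and are not discussed in the paper's text. They are Gm8210, with a log2 fold change of 7.78 (adjusted p = 0.0037 by edgeR), Gm7049 (6.56, 0.0037), Morf4l1-ps1 (5.13, 0.0174), Gsta4 (2.61, 0.0174), Tmem179 (1.39, 0.05), Bckdhb (1.17, 0.0174), Zfp949 (1.11, 0.0324) and Eif4a2 (0.97, 0.0324). Bckdhb, Zfp949 and Eif4a2 were chosen after their values were seen. Without control mouse 1 edgeR called 0 genes, with 1718 at an unadjusted p under 0.05, and the adjusted p was 0.0512 for Gm8210 and Gm7049, 0.107 for Morf4l1-ps1, 0.0939 for Gsta4 and 0.313 for Tmem179. Without control mouse 3 Gsta4 had an adjusted p of 0.111 by edgeR, and without aPU.1KO mouse 1, 2 or 3 Morf4l1-ps1 had 0.0804, 0.0586 and 0.0603. Gm8210, Gm7049 and Morf4l1-ps1 are annotated as processed pseudogenes. Gm8210 stood at 0.0818 ± 0.0376 CPM (SD, n = 3) in control and 19.1 ± 7.64 CPM in aPU.1KO adipocytes, and Gm7049 at 0.194 ± 0.027 and 17.9 ± 5.82 CPM. Gm7049 is 98.53% identical to Me1 over 95.5% of its length, and Gm8210 is 100% identical to Gm13841, 1 of 62 genes at 90% or more, so reads do not tell these copies apart well.

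Gsta4, Bckdhb and Zfp949 lie on chromosome 9 between 78182774 and 88571061. That is 3 of the 8 genes, where 5.63% of the tested genes lie on that chromosome (Fisher's exact test, one-sided p = 0.00804, and 0.169 after multiplication by the 21 chromosomes), so chance placement was not excluded. Of the 149 genes with a rise of over 1.5-fold at an unadjusted p under 0.01, 15 lie on chromosome 9 (Fisher's exact test, one-sided p = 0.0207, not corrected for the 21 chromosomes). Over the whole genome these genes were not crowded in windows of 15 Mb. The fullest window held 5, a number reached in all 1000 shuffles of the gene labels (permutation test, p = 1). That window lies on chromosome 16, with gene starts from 17489611 to 32230112, and spans Adipoq. The window test therefore does not decide whether the genes on chromosome 9 are crowded. A candidate explanation for the pseudogenes is a chromosome segment of another strain that came with the Cre transgene, whose reads the quantification may have moved to near-identical copies. Of 154 tested pseudogenes with a closest coding gene, 8 rose at an unadjusted p under 0.01, and 4 of these have that gene on chromosome 9, between 78478449 and 90114774, against 3 of the 146 that did not rise (one-sided Fisher's exact test, p = 0.000102). These 4, Gm7049, Morf4l1-ps1, Gm11868 and Gm12912, had entered the hypothesis or the look at it, so that this count is no independent test of it, and Gm11868 and Gm12912 were chosen after their values were seen. If a constant share of a gene's reads were counted on its pseudogene without a sequence difference, the pseudogene would change as the gene does. The closest coding genes Me1, Morf4l1, Eef1a1 and Cyb5r4 had log2 fold changes of 0.23 (standard error 0.21), 0.054 (0.074), 0.039 (0.12) and -0.45 (0.16). Relative to these genes, with libraries of 3 counts or fewer put at 3 counts, the 4 pseudogenes were higher in aPU.1KO adipocytes by 2.95 or more on the log2 scale, with an SD of up to 1.1 within a group and no overlap between the groups, which argues against that explanation. The most abundant gene near-identical to Gm8210 is Rpl29, on chromosome 9 from 106429454 to 106431568, which was chosen after its values were seen. It is 99.53% identical over 87.4% of Gm8210 and fell from 143 ± 7.37 to 100.6 ± 19.9 CPM (SD, n = 3; adjusted p = 0.105 by edgeR), so that Gm8210 rose by 7.91 on the log2 scale relative to it (SD up to 0.856, no overlap between the groups), which argues against a constant share there too. A strain segment and a change in the pseudogenes themselves cannot be told apart, because the sequence reads were not analysed here. A change in these genes that follows from the loss of PU.1 stays open and was not tested.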

How the results depend on the processing

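The macrophage covariate, the thinned library, the correction for GC content and length, legacy = FALSE and DESeq2 at an adjusted p under 0.01 were chosen only after the data were seen. No paired analysis was possible because the mouse numbers in the labels are all different and the paper does not say which mice share a litter. Where no reason is given for a change below, the cause was not tested.

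RLE factors, upper-quartile factors and robust = TRUE moved none of the counts of called genes by over 1.5 times and changed no call of a list or family, and each moved the call of 1 of the 82 single genes. RLE factors called 31 genes, all among the 33, and upper-quartile factors 35, which held all 33. Under robust = TRUE 24 were called, all among the 33. The share of calls that were higher was 24.2%, against 22.6% and 25.7% with the other scaling factors, and the median log2 fold change of all genes was between 0.00106 and 0.0144 under the 3 scalings.

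With at least 10 counts in every library, which leaves 16 of the 33 genes in the test, 5 genes were called, 2 higher and 3 lower, all 5 changed over 1.5-fold, and 0 had an adjusted p under 0.01, with 3140 at an unadjusted p under 0.05. The filter left no value for 22 of the 82 single genes and for 5 lists, and the fibrinogen family had p = 1 (Fisher's exact test), since its genes were removed. The PPAR list had an adjusted p of 0.0748 by camera, and the brown adipocyte list reversed, with 0.698. With no low-count filter 146 genes were called, 21 higher and 125 lower, of which 142 changed over 1.5-fold and 14 had an adjusted p under 0.01, and these included all 33. The cluster of differentiation family then had p = 0.02001 (Fisher's exact test) and the LXR list 0.0388 by camera.

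DESeq2 called 1833 genes, 585 higher and 1248 lower, with 932 at an adjusted p under 0.01, 2259 at an unadjusted p under 0.01 and 1356 changed over 1.5-fold. It called 12 nodes, and 9 at an adjusted p under 0.01. One-sided Fisher's exact tests on its calls gave 1.06e-06 for integrins, 6.58e-11 for the cluster of differentiation genes and 0.000452 for collagens, and at an adjusted p under 0.01 they gave 0.000801, 6.15e-11 and 4.04e-05. The LXR list had 0.0327. Of 82 single genes, 61 passed the threshold with DESeq2 and not with edgeR. limma-voom called 46 genes, 32 of them among the 33, and 0 at an adjusted p under 0.01, with 3728 at an unadjusted p under 0.05. With limma-voom the PPAR list had 0.0514 and the log2 fold change of Mup4 was -0.032. With legacy = FALSE 38 genes were called, 32 of them among the 33, and 13 had an adjusted p under 0.01. At an adjusted p under 0.01 by edgeR the fibrinogen family had p = 1 (Fisher's exact test).

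With the macrophage score as covariate 0 genes were called, with 447 at an unadjusted p under 0.05 and 81 under 0.01. The fibrinogen and major urinary protein families then had p = 1 (Fisher's exact test), since no gene was called. Camera gave 0.889 for the macrophage list, 0.259 for adipocyte genes, 0.199 for lipogenesis, 0.0699 for white adipocyte differentiation, 0.156 for cytokines and chemokines, 0.374 for Toll-like receptors and 0.634 for NOD-like receptors. The value for the macrophage list was fixed in advance, because that list makes up the covariate. The score was 4.233 to 5.888 in control mice and 3.21 to 3.684 in aPU.1KO mice. It therefore also takes up the difference between the groups, and a lost call does not show that macrophages caused it. The mesothelial list had 7.01e-07, and the B and plasma cell list (0.0642) and the brown adipocyte list (0.348) reversed. So did the log2 fold changes of Hacd4 (0.037), Rab7b (0.050), Mamdc2 (0.50), Vat1 (0.034) and Pparg (-0.045). With control mouse 1 thinned to the median library size 24 genes were called, all among the 33, and the fibrinogen family had p = 1 (Fisher's exact test). With GC content and length corrected 28 were called, 27 of them among the 33, and the PPAR list had 0.0719.

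With the correlation between genes estimated, camera gave 0.167 for the macrophage list, 0.129 for T cells, 0.342 for B and plasma cells, 0.0856 for progenitors, 0.518 for endothelial genes, 0.188 for adipocyte genes, 0.188 for interleukin-10 signaling, 0.212 for lipogenesis, 0.485 for PPAR targets, 0.167 for white adipocyte differentiation, 0.0856 for integrins, 0.135 for cluster of differentiation genes, 0.12 for collagens, 0.264 for the respiratory chain, 0.0718 for the extracellular matrix and 0.188 each for cytokines and chemokines, Toll-like receptors and NOD-like receptors. Under fry the lists whose call was lost had 0.0577 for the macrophage list, 0.13 for B and plasma cells, 0.276 for endothelial genes, 0.0799 for lipogenesis, 0.227 for PPAR targets, 0.0638 for the respiratory chain and 0.0577 for NOD-like receptors. No list reversed under either.

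Across the 6 fits that each left out 1 mouse, the counts ran from 0 to 1193 genes called, 0 to 202 higher, 0 to 991 lower, 0 to 287 at an adjusted p under 0.01, 437 to 1795 at an unadjusted p under 0.01, 0 to 1061 changed over 1.5-fold and 0 to 11 nodes. The count of 0 came without control mouse 1 (1718 at an unadjusted p under 0.05) and that of 1193, which held all 33, without control mouse 2. Fisher's exact tests ran from 0.0137 to 1 for fibrinogens, 3.39e-10 to 1 for major urinary proteins, 1.95e-06 to 1 for integrins and 1.1e-12 to 1 for cluster of differentiation genes. Camera's adjusted p ran from 8.65e-10 to 0.353 for endothelial genes, 0.00408 to 0.902 for mesothelial genes (reversed without control mouse 2), 0.00644 to 0.302 for PPAR targets, 0.0002005 to 0.0758 for B and plasma cells, 0.116 to 0.959 for brown adipocyte genes (reversed without control mouse 3), 0.000132 to 0.906 for erythroid genes (reversed without aPU.1KO mouse 2) and 0.0205 to 0.144 for LXR targets. The log2 fold change of Acsl1 ran from -0.037 to 0.16 and that of Mup4 from -0.097 to 0.74. Of 82 single genes, 45 passed the threshold without control mouse 2 and not with all mice, and 13 lost it without control mouse 1. The aPU.1KO libraries hold 20550252 to 24310144 counts, so that genes below about 1 CPM rest on few reads.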

Differences from the paper's values

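The DESeq2 threshold of 0.01 was chosen only after the values had been seen. Supplementary Table S1 lists the paper's 930 genes at an adjusted p under 0.01, 191 higher and 739 lower, against 3 by edgeR here, 2 higher and 1 lower. With DESeq2 the counts were 932, 192 and 740, and none of the other alternatives set before the data were examined closed the gap. The paper's log2 fold changes were compared for 54 genes, 0 of which differed by more than edgeR's standard error, with the largest difference of 0.13 for Fga. That error measures the spread between mice, and the paper's values come from the same libraries. The comparison is therefore between fits to the same counts and is no independent check. Another 3 genes, Fgb, Fgg and Fabp1, were left out of this comparison, because their aPU.1KO libraries are all at 3 counts or fewer and their fall is known only as a lower bound. The counts and odds ratios that follow are taken as closing the gap where they lie within 1.5 times of the paper's.

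The paper reports 3 fibrinogen genes among those lower, against 1 here. DESeq2 gave 3, and no low-count filter, upper-quartile factors, limma-voom and leaving out control mouse 2 gave 2 each, which closed the gap, and the other alternatives did not. It reports 6 integrin genes, against 0 here (13 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed that gap, with 11 by DESeq2 and 10 without control mouse 2, and DESeq2 at an adjusted p under 0.01, chosen after seeing the values, gave 6. It reports 12 cluster of differentiation genes, against 1 here. None of the alternatives closed that gap, with 28 by DESeq2, 22 by DESeq2 at an adjusted p under 0.01 and 27 without control mouse 2. Supplementary Table S1 itself holds 22 of the 74 cluster of differentiation genes tested here, more than the paper's 12. The family here, defined by gene symbols, is therefore wider than the paper's group, and no setting of the test can decide this gap. It reports 8 major urinary protein genes, against 5 here, and DESeq2 (11), no low-count filter (8) and leaving out control mouse 2 (9) closed the gap where the other alternatives did not.

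The paper's odds ratio for integrins is 7.5, against 0 here. No low-count filter (6.89), DESeq2 (9.14) and leaving out control mouse 2 (9.68) closed the gap, as did DESeq2 at an adjusted p under 0.01 (6.51), chosen after seeing the values. That for cluster of differentiation genes is 13 in the paper and 7.89 here, and only robust = TRUE (11.8) closed it. The families behind these odds ratios were drawn differently. That for collagens is 6.9 in the paper and 0 here (13 genes lower at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed it, with 4.29 by DESeq2, and DESeq2 at an adjusted p under 0.01, chosen after seeing the values, gave 6.53.

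The paper states that collagen genes are among those repressed. By edgeR 0 of 30 were at an adjusted p under 0.05, with 13 at an unadjusted p under 0.05, and DESeq2 called 10. It states from Q-PCR that Ccl2 is reduced in aPU.1KO adipocytes, where the log2 fold change here was 1.30 with overlapping groups and no setting called it. It names Acsl1 among the regulated genes familiar from adipogenesis, where the log2 fold change here was 0.06 and no setting called it.

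The paper names in its text, figures or tables further genes as induced or repressed that edgeR did not call here at an adjusted p under 0.05. Of these, Cebpa, Srebf1, Nr1h3, Ndufb10, Ndufs6, Mef2c, Cidec, Adipoq, Hsd3b7, Tspan12, Dnaja3, Fat4, Trf, Fam13a, Fga and Mup11 were called by DESeq2 and by no other setting. Spi1, Il10ra, Il1b, Ccl6, Mlxipl, Acly, Apoc1, Pck1, Ndufb6, Irf5, Irf8, Grhpr, N4bp2l1, Tdrp, Ginm1, Gpr176, Parp14, Hacd4, Rab7b, Niban1, Frmd4a, Pim3, Vcam1, Tnf, Blcap, Gkap1, Proca1, Ciita, Nlrp3, Tlr1, Tlr6, Tlr7, Tlr8, Cmtm3, Plekho2, Mamdc2 and Vat1 were called by DESeq2 and without control mouse 2. Il1rn, Ccr1, Mmp14 and Mup17 were called under these settings and with no low-count filter, Mup15 under them and with legacy = FALSE, and Mup16 under all 4. Fgb was called by DESeq2, without control mouse 2, with no low-count filter, with upper-quartile factors and by limma-voom.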

Other observations

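The tests of Spi1 against macrophage genes and of the spread between control libraries were chosen only after the result was seen. For the counts of genes at an adjusted p under 0.05, under 0.01, at an unadjusted p under 0.01 and over 1.5-fold, for the number of gene lists past the threshold and for the number of families, 1 of the 10 splits of the 6 mice gave a result as large, the real one. The real split put 21 lists past the threshold and the next highest 19. For the nodes, where edgeR called 0 (26 at an unadjusted p under 0.05), all 10 splits gave as many. With 3 mice against 3 no share can fall below 0.1.

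Control mouse 1 has the deepest library. With it thinned to the median library size, 24 of the 33 genes called by edgeR stayed called, and with trends in GC content and length removed 27 did, which argues against either as the whole cause of these calls.

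Genes of cell types were tested as lists. The macrophage list (18 genes tested) had a median log2 fold change of -2.21 (camera adjusted p = 3.56e-13), the T cell list (6) -0.95 (0.00449), the B and plasma cell list (7) -0.88 (0.0145), the progenitor list (12) -1.03 (2.65e-10), the endothelial list (10) -0.45 (0.0164) and the mesothelial list (6) -0.45 (0.499). The adipocyte list (13) had 0.43 (4.31e-05) and the brown adipocyte list (6) 0.21, with the opposite direction by camera (0.741). The erythroid list (5) had 0.26 (0.611), the skeletal muscle list (3) -0.70 (0.406) and the epididymal epithelium list (2) 0.12 (0.663). The call of the endothelial list was lost without control mouse 2 (0.353), aPU.1KO mouse 1 (0.172) or aPU.1KO mouse 3 (0.0853), and that of the B and plasma cell list without control mouse 3 (0.0683) or aPU.1KO mouse 2 (0.0758). The mesothelial list passed the threshold without control mouse 3 (0.00408), and the erythroid list without aPU.1KO mouse 1 (0.000132). Of the macrophage genes 16 stood at 1 CPM or more in all 6 libraries, 3 are in another list and 11 are in Supplementary Table S1. Of the T cell genes 1 stood at that level, 5 are in another list and 0 are in that table. For the families, camera gave 2.1e-08 for fibrinogens, 4.98e-08 for integrins, 2.42e-10 for cluster of differentiation genes, 1.69e-08 for collagens and 1.14e-47 for major urinary proteins.

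The fall of immune genes may reflect fewer immune cells in the adipocyte fraction. The T cell list, written for cells other than adipocytes, fell too (camera adjusted p = 0.00449). The call held under fry (0.00224) and with each mouse left out in turn (0.0024 to 0.0044), but was lost with the correlation estimated (0.129). By edgeR 0 of the 6 genes had an adjusted p under 0.05 (3 lower at an unadjusted p under 0.05). A loss of all other cell types alike would lower their genes equally. By a permutation test with 100000 resamples, the macrophage genes fell more than the progenitor genes (adjusted p = 0.00288). By the same test they fell more than the endothelial genes and the mesothelial genes (adjusted p = 0.0111 each). The resamples moved genes between lists and not mice between groups. Genes of a list are not independent, so these p-values do not measure the spread between mice. For each pair of lists the difference in score overlapped between control and aPU.1KO mice, so that a loss of all other cell types alike was not excluded. The abundant macrophage gene Lyz2 stood at 635.7, 142.8 and 652.9 CPM in control mice 1, 2 and 3 and between 62.1 and 134.2 CPM in the aPU.1KO mice, so that control mouse 2 lies near the aPU.1KO mice. Mertk (log2 fold change 0.056, adjusted p = 0.862 by edgeR, between 39.5 and 59.5 CPM in the 6 libraries) and Cd163 (0.29, adjusted p = 0.804), named after their values were seen, did not fall with the other 16 macrophage genes. Spi1 relative to the macrophage list was lower by a difference of -0.862 on the log2 scale in aPU.1KO mice, with an SD of up to 0.655 within a group (exact permutation test, p = 0.1, the smallest it can give). Fewer macrophages and a loss of Spi1 in adipocytes cannot be told apart from these libraries of whole fractions. An effect of PU.1 in adipocytes stays open.

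The fall of the major urinary protein and fibrinogen genes came with a fall of the hepatocyte list, which holds none of them (21 genes tested, median log2 fold change -2.31, or -2.01 with the 5 genes at the floor put at their bounds, camera adjusted p = 1.42e-21, and 0.00643 with the correlation estimated). Of its genes 13 are in Supplementary Table S1, and 5 stood at 1 CPM or more in all 6 libraries. There were 24 genes with a fitted fall of over 4 on the log2 scale at an adjusted p under 0.1 and above 0.5 CPM in every control library, of which 4 are in the hepatocyte list and 7 are major urinary protein or fibrinogen genes. Apoa1 (at least 26.2-fold lower) and Fabp1 (at least 11.1-fold lower) are among them, and Apob had no count in any aPU.1KO library. The median ratio of the highest to the lowest control library over the 24 genes was 1.34, but not all were even. Igkv3-2 stood at 15.5, 0.744 and 38.3 CPM in control mice 1, 2 and 3, and Fga at 1.03, 1.84 and 0.595 CPM. The SD of the list score between control libraries was 0.0956 for hepatocyte genes and 0.0964 for major urinary protein genes, but 0.297 for fibrinogen genes. It was 0.909 for macrophage genes and 0.952 for B and plasma cell genes, 0.00631 for T cell genes, 0.189 for adipocyte genes, 0.213 for progenitor genes and 0.226 for endothelial genes, so that an even level was not particular to the liver genes. A candidate explanation is liver RNA in the control libraries, for which an even level would need 1 shared step. Of the 21 hepatocyte genes tested, 19 had a negative log2 fold change. Cyp2e1, the most abundant gene of the list, did not (log2 fold change 1.83, adjusted p = 0.195 by edgeR, with overlapping groups), and neither did Hpd (0.098, 0.867). Cyp2e1 stood at 142.2 to 3156 CPM over the 6 libraries, where Alb stood at 15.87 to 46.05 CPM. Which cells the Cyp2e1 reads came from was not measured, so the rise of Cyp2e1 speaks neither for nor against liver RNA. Vtn, Apoc3, Serpina3k and Tdo2 had -0.22, -0.17, -0.54 and -0.64, with edgeR adjusted p-values of 0.587 or more. Each of them was higher in aPU.1KO mouse 2 than in every control mouse. Cyp2e1 and Alb (34.7 CPM in control and 19 CPM in aPU.1KO adipocytes) were present in every library. The summed major urinary protein genes fell by 3.76 times as many CPM as Alb did. Liver RNA and a change in the adipocytes that follows from the loss of PU.1 cannot be told apart. The hepatocyte and major urinary protein list scores were alike in all 3 control libraries, and no liver RNA was measured.

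The Cre transgene is driven by the adiponectin promoter and could carry extra copies of genes near Adipoq. Of its neighbours within 500 kb on chromosome 16, 2 were higher at an unadjusted p under 0.01, Eif4a2 (log2 fold change 0.97, adjusted p = 0.0324) and Rfc4 (0.66, 0.0786 by edgeR). Masp1 (2.04, 0.160), Gm49624 (0.85, 0.263) and Tbccd1 (0.21, 0.278) also had positive log2 fold changes, without passing that threshold. Others were lower, with log2 fold changes of -2.31 for Ahsg (adjusted p = 0.0718 by edgeR), -1.66 for Fetub (0.0894), -1.69 for Kng1 (0.102) and -0.98 for St6gal1 (0.0856). Dnajb11 (-0.21, 0.217) and Rtp4 (-0.40, 0.462) had smaller falls, and Kng2 did not change beyond its error (0.37, 0.687). Gm49624, Rfc4 and Eif4a2 lie nearest to Adipoq, at 12.2, 18.8 and 32.4 kb, and the lower genes lie 64.5 kb or more away. Ahsg is also in the hepatocyte list, which fell. Copy number was not measured, and extra copies and a change in expression cannot be told apart.

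The paper measured Ppargc1a and Ucp1 in brown fat. In the adipocytes of epididymal fat Ppargc1a stood at 4.86 ± 0.0524 CPM (SD, n = 3) in control and 6.50 ± 2.19 CPM in aPU.1KO mice, a log2 fold change of 0.42 (standard error 0.25, adjusted p = 0.335 by edgeR), and the groups overlapped. Ucp1 stood at 0.638 and 0.117 CPM, too few for edgeR's filter, and DESeq2 gave an adjusted p of 0.158. Pim3, named in Figure 6D, rose from 144.8 ± 10.9 to 192.7 ± 10.04 CPM, a log2 fold change of 0.41 (adjusted p = 0.0773 by edgeR and 0.00332 by DESeq2).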
